# Molecular network profiling of U373MG human glioblastoma cells following induction of apoptosis by novel marine-derived anti-cancer 1,2,3,4-tetrahydroisoquinoline alkaloids

**DOI:** 10.1186/1475-2867-12-14

**Published:** 2012-04-11

**Authors:** Hiroko Tabunoki, Naoki Saito, Khanit Suwanborirux, Kornvika Charupant, Jun-ichi Satoh

## Abstract

**Background:**

Glioblastoma is the most aggressive form of brain tumors showing resistance to treatment with various chemotherapeutic agents. The most effective way to eradicate glioblastoma requires the concurrent inhibition of multiple signaling pathways and target molecules involved in the progression of glioblastoma. Recently, we obtained a series of 1,2,3,4-tetrahydroisoquinoline alkaloids with potent anti-cancer activities, including ecteinascidin-770 (ET-770; the compound 1a) and renieramycin M (RM; the compound 2a) from Thai marine invertebrates, together with a 2’*-N*-4”-pyridinecarbonyl derivative of ET-770 (the compound 3). We attempted to characterize the molecular pathways responsible for cytotoxic effects of these compounds on a human glioblastoma cell line U373MG.

**Methods:**

We studied the genome-wide gene expression profile on microarrays and molecular networks by using pathway analysis tools of bioinformatics.

**Results:**

All of these compounds induced apoptosis of U373MG cells at nanomolar concentrations. The compound 3 reduced the expression of 417 genes and elevated the levels of 84 genes, while ET-770 downregulated 426 genes and upregulated 45 genes. RM decreased the expression of 274 genes and increased the expression of 9 genes. The set of 196 downregulated genes and 6 upregulated genes showed an overlap among all the compounds, suggesting an existence of the common pathways involved in induction of apoptosis. We identified the ErbB (EGFR) signaling pathway as one of the common pathways enriched in the set of downregulated genes, composed of PTK2, AKT3, and GSK3B serving as key molecules that regulate cell movement and the nervous system development. Furthermore, a GSK3B-specific inhibitor induced apoptosis of U373MG cells, supporting an anti-apoptotic role of GSK3B.

**Conclusion:**

Molecular network analysis is a useful approach not only to characterize the glioma-relevant pathways but also to identify the network-based effective drug targets.

## Background

Glioblastoma, World Health Organization (WHO) grade IV, is the most common and aggressive form of primary malignant brain tumors affecting the adult human brain. Glioblastoma is categorized into two distinct subtypes that develop through different genetic and molecular pathways, designated as primary glioblastoma and secondary glioblastoma [1]. Primary glioblastoma that develops without precursor lesions shows an amplification of the epidermal growth factor receptor (EGFR) gene more frequently than secondary glioblastoma that generates via the stepwise progression from the pre-existing low-grade glioma. EGFR amplification in primary glioblastoma is often associated with the expression of EGFRvIII, a ligand-independent constitutively active mutant of EGFR, capable of persistently activating the phosphatidylinositol 3-kinase (PI3K)/v-akt murine thymoma viral oncogene homolog (AKT) signaling pathway that promotes the survival of glioma cells [2]. The genetic mutations of phosphatase and tensin homolog (PTEN), a negative regulator of AKT signaling pathway, are more frequent found in primary glioblastoma. In contrast, secondary glioblastoma more often shows tumor protein p53 (TP53) mutations, and fairly consistently exhibits the genetic mutation of isocitrate dehydrogenase 1 (IDH1), a negative regulator of hypoxia-inducible factor 1-alpha (HIFA), whereas IDH1 mutations are barely detectable in primary glioblastoma [1].

Despite the multidisciplinary therapy that combines maximal surgical resection, radiation and chemotherapy, the median survival period does not usually exceed 2 years in the patients with glioblastoma owing to the high incidence of recurrence, invasion, and progression of the tumors [3]. The current drugs that specifically target the tyrosine kinase activity of EGFR or selectively inhibit the mammalian target of rapamycin (mTOR), a PI3K/AKT downstream signal transducer showed little efficacy in treatment of primary glioblastoma [3]. These observations suggest that the best way to eradicate glioblastoma requires the concurrent inhibition of multiple signaling pathways and target molecules that play a pivotal role in the survival and progression of glioma cells.

After the completion of the Human Genome Project, the global analysis of genome, transcriptome, proteome, and metabolome, collectively termed omics, promotes us to characterize the genome-wide molecular basis of the diseases, and helps us to identify disease-specific molecular signatures and biomarkers for diagnosis, classification, and prediction of prognosis. Because omics studies usually produce high-throughput experimental data at one time, it is often difficult to find out the meaningful biological implications from such a huge dataset. Recent advances in bioinformatics and systems biology have made major breakthroughs by illustrating the cell-wide map of complex molecular interactions with the aid of the literature-based knowledgebase of molecular pathways [4]. The logically arranged molecular networks construct the whole system characterized by robustness, which maintains the proper function of the system in the face of genetic and environmental perturbations. In the scale-free molecular networks, targeted disruption of limited numbers of critical components designated hubs, on which the biologically important molecular connections concentrate, could disturb the whole cellular function by destabilizing the networks [5]. Based on these views, the integration of omics data derived from glioma cells with underlying molecular networks provides a useful approach not only to characterize the glioma-relevant pathways but also to identify the network-based effective drug targets.

Various tetrahydroisoquinoline alkaloids with anti-cancer activities were isolated from marine invertebrates. They are classified into two major categories, ecteinascidins and renieramycins and their related compounds. The most potent bioactive member of ecteinascidins is ecteinascidin-743 (ET-743; the compound 1b in Figure 1, Trabectedin, Yondelis, CID 108150) isolated from the Carribean tunicate *Ecteinascidia turbinata*. The European Commission has approved ET-743 for the first-line therapy in the patients with unresectable soft tissue sarcoma refractory to the conventional chemotherapy [6]. ET-743 has a unique mechanism of anti-cancer activity in that it binds to the minor groove of the DNA double helix and alkylates the N2 of guanine to interfere with cell division, DNA repair, and transcriptional activation, leading to apoptosis of target cells [7-9].

**Figure 1:**
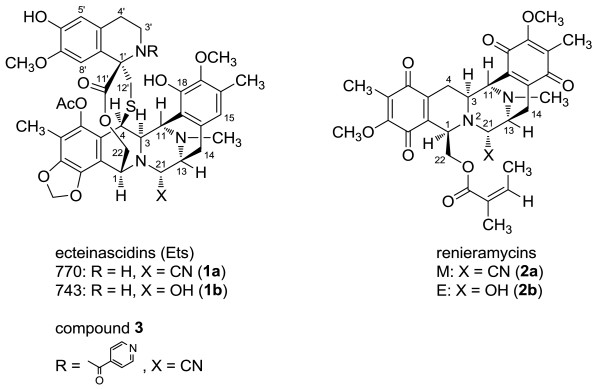
**The structures of novel 1,2,3,4-tetrahydroisoquinoline alkaloids.** Ecteinascidin-770 (ET-770, the compound **1a**), Ecteinascidin-743 (ET-743, the compound **1b**), renieramycin M (the compound **2a**), renieramycin E (the compound **2b**), and a 2’*-N*-4”-pyridinecarbonyl derivative of ET-770 (the compound **3**) are shown. The present study focused on cytotoxic effects of the compounds **1a**, **2a**, and **3**.

Previously, we purified and identified a series of biologically active compounds from Thai marine invertebrates. Among them, ecteinascidin-770 (ET-770; the compound 1a in Figure 1, CID 16728498) is a stabilized derivative of ET-743 that maintained anti-cancer activities, obtained on a large scale from Thai tunicate *Ecteinascidia thurstoni* by pretreatment with potassium cyanide in buffer solution [10]. Recently, we prepared nitrogen-containing heterocyclic derivatives of ET-770, and we found that a 2’-*N*-4”-pyridinecarbonyl derivative of ET-770 (the compound 3 in Figure 1) shows the greater cytotoxicity to human colon, lung and prostate cancer cells than the compound 1a [11]. We also isolated renieramycin M (RM; the compound 2a in Figure 1), a major bis-1,2,3,4-tetrahydroisoquinolinequinone alkaloid from the Thai marine sponge *Xestospongia* sp*.*, which exhibits a potent cytotoxicity to human colon and breast cancer cells at the nanomolar concentrations [12]. Transcriptome analysis of the compound 2a-treated cancer cells suggested that the downregulation of protein tyrosine phosphatase receptor type K (PTPRK) serves as a biomarker for monitoring anti-tumor effects of RM [13]. Furthermore, RM induces apoptosis through the p53-dependent pathway and inhibits progression and metastasis of lung cancer cells at low sublethal concentrations [14].

The present study attempted to characterize and elucidate the molecular pathways responsible for cytotoxic effects of three distinct marine-derived anti-cancer 1,2,3,4-tetrahydroisoquinoline alkaloids 1a, 2a, and 3 on a human glioblastoma cell line U373MG by investigating the genome-wide gene expression profile and the relevant molecular networks.

## Methods

### Anti-cancer chemical compounds

The isolation, purification, chemical synthesis, and evaluation of cytotoxicity of renieramycin M (RM, the compound 2a), ecteinascidin-770 (ET-770, the compound 1a), and a 2’*-N*-4”-pyridinecarbonyl derivative of ET-770, the compound 3 were previously described in detail [10-15]. The chemical structures of these compounds are shown in Figure 1. For a stock solution, all of them are dissolved at the concentration of 10 mM in dimethyl sulfoxide (DMSO), and further diluted with culture medium at a working concentration prior to use. An equivalent concentration (v/v) of vehicle (DMSO) was included to serve as negative controls.

### Treatment of U373MG glioblastoma cells with anti-cancer chemical compounds

To determine the 50 % inhibitory concentration (IC50), U373MG human glioblastoma cells, incubated in Dulbecco’s Modified Eagle’s medium (DMEM; Invitrogen, Carlsbad, CA, USA) supplemented with 10 % fetal bovine serum (FBS), 100 U/ml penicillin and 100 μg/ml streptomycin (feeding medium), were exposed to the chemical compounds for varying periods at variable concentrations. Then, we assessed the cell viability by morphological observations and by using the 3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyl tetrazolium bromide (MTT) cell growth kit (Millipore, Temecula, CA, USA). The cells were incubated for 4 to 72 hours in the feeding medium with inclusion of the chemical compounds at the IC50 concentration or the vehicle, and then were processed for western blot and microarray analysis. In some experiments, the cells were exposed for 36 hours to 20 μM glycogen synthase kinase 3-beta (GSK3B) inhibitor VII (EMD Chemicals, Gibbstown, NJ, USA).

### qPCR analysis

Total cellular RNA was extracted by using TRIZOL (Invitrogen). RNA treated with DNase I was processed for cDNA synthesis using oligo(dT)_20_ primers and SuperScript II reverse transcriptase (Invitrogen). For quantitative RT-PCR (qPCR) analysis, cDNA was amplified by PCR in LightCycler ST300 (Roche Diagnostics, Tokyo, Japan) using SYBR Green I and a panel of sense and antisense primer sets following: 5’ atgaccagcctccagcaagagtac3’ and 5’ agagggtagcaagacgtgctccta3’ for an 167 bp product of PTK2 protein tyrosine kinase 2 (PTK2); 5’cagatgtctccagtggactactgt3’ and 5’gttgtagaggcatccatctcttcc3’ for an 192 bp product of v-akt murine thymoma viral oncogene homolog 3 (AKT3); 5’gtaatccacctctggctaccatcc3’ and 5’aggtggagttggaagctgatgcag3’ for an 156 bp product of GSK3B; 5’gttgcagtcttgcgtgtggatgg3’ and 5’ggtgaccatgggaagcccatttg3’ for an 190 bp product of cell division cycle 25 homolog A (CDC25A); and 5’ccatgttcgtcatgggtgtgaacca3’ and 5’gccagtagaggcagggatgatgttc3’ for a 251 bp product of the glyceraldehyde-3-phosphate dehydrogenase (G3PDH) gene. The expression levels of target genes were standardized against the levels of G3PDH, an internal control, detected in the corresponding cDNA samples. All the assays were performed in triplicate.

### Microarray analysis

For microarray analysis, total cellular RNA was isolated by using the TRIZOL Plus RNA Purification kit (Invitrogen). The quality of total RNA was evaluated on Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Three hundred ng of total RNA was processed for cRNA synthesis, fragmentation, and terminal labeling with the GeneChip Whole Transcript Sense Target Labeling and Control Reagents (Affymetrix, Santa Clara, CA, USA). Then, it was processed for hybridization at 45°C for 17 hours with Human Gene 1.0 ST Array (28,869 genes; Affymetrix). The arrays were washed in the GeneChip Fluidic Station 450 (Affymetrix), and scanned by the GeneChip Scanner 3000 7G (Affymetrix). The raw data were expressed as CEL files and normalized by the robust multiarray average (RMA) method with the Expression Console software (Affymetrix). Principal component analysis (PCA) of RMA-normalized data was performed on GeneSpring 11.5.1 (Agilent Technologies). All microarray data are available from the Gene Expression Omnibus (GEO) repository under the accession number GSE33619.

We performed three sets of the experiments independently, composed of the comparisons between the compound 1a and DMSO, between the compound 2a and DMSO, and between the compound 3 and DMSO. Each sample was processed individually for one array. Fold changes greater than 3 or smaller than 0.3333, calculated by the expression levels in the compound-treated cells divided by those in the vehicle-treated cells, were considered as substantial upregulation or downregulation.

### Molecular network analysis

The annotation of differentially expressed genes was studied by searching them on the Database for Annotation, Visualization and Integrated Discovery (DAVID) (david.abcc.ncifcrf.gov) [16]. To identify biologically relevant molecular networks of these genes, three distinct pathway analysis tools of bioinformatics endowed with comprehensive knowledgebase were used, including Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.kegg.jp), Ingenuity Pathways Analysis (IPA) (Ingenuity Systems; http://www.ingenuity.com), and KeyMolnet (Institute of Medicinal Molecular Design; http://www.immd.co.jp).

KEGG includes manually curated reference pathways that cover a wide range of metabolic, genetic, environmental, and cellular processes, and human diseases. Currently, KEGG contains 158,816 distinct pathways generated from 417 reference pathways. By importing the list of Entrez Gene IDs into the Functional Annotation tool of DAVID, it identifies KEGG pathways and Gene Ontology (GO) categories composed of the genes enriched in the given set with statistical significance evaluated by the modified Fisher’s exact test. We have adjusted the EASE score threshold as 0.01 for the Functional Annotation tool of DAVID. The impact factor (IF) analysis that considers exact fold changes of differentially expressed genes for generation of the corresponding KEGG pathway was performed by using the Pathway-Express tool (Onto-Tools, Intelligent Systems and Bioinformatics Laboratory) [17].

IPA is a knowledgebase that contains approximately 2,500,000 biological and chemical interactions and functional annotations with definite scientific evidence, curated by expert biologists. By uploading the list of Gene IDs and expression values, the network-generation algorithm identifies focused genes integrated in a global molecular network. The network score, based on the hypergeometric distribution, is calculated by the right-tailed Fisher’s exact test not followed by multiple testing corrections. The network score represents the negative log of the p-value.

KeyMolnet contains knowledge-based contents on 137,300 relationships among human genes and proteins, small molecules, diseases, pathways and drugs, curated by expert biologists [4]. They are categorized into the core contents collected from selected review articles with the highest reliability or the secondary contents extracted from abstracts of PubMed and Human Reference Protein database (HPRD). By importing the list of Entrez Gene IDs, KeyMolnet automatically provides corresponding molecules as a node on networks. The neighboring network-search algorithm selects one or more molecules as starting points to generate the network of all kinds of molecular interactions around starting molecules, including direct activation/inactivation, transcriptional activation/repression, and the complex formation within the designated number of paths from starting points. The generated network was compared side by side with 459 human canonical pathways installed in the KeyMolnet library. The algorithm counting the number of overlapping molecular relations between the extracted network and the canonical pathway makes it possible to identify the canonical pathway showing the statistically significant contribution to the extracted network. The network-searching algorithm operating on KeyMolnet was described previously [4].

### Western blot analysis

To prepare total protein extract, the cells were homogenized in RIPA buffer supplemented with a cocktail of protease inhibitors (Sigma, St. Louis, MO, USA). The protein extract was centrifuged at 12,000 rpm for 5 min at room temperature (RT). The protein concentration was determined by a Bradford assay kit (BioRad Hercules, CA, USA). The mixture of the supernatant and a 2X Lammeli loading buffer was boiled and separated on a 12% SDS-PAGE gel. After gel electrophoresis, the protein was transferred onto nitrocellulose membranes, and immunolabeled at RT overnight with rabbit anti-poly-ADP-ribose-polymerase (PARP) antibody (#11835238001; Roche Diagnostics) or rabbit anti-cleaved caspase-3 (CASP3, Asp175) antibody (#9661; Cell Signaling Technology, Danvers, MA, USA). Then, the membranes were incubated at RT for 60 min with HRP-conjugated anti-rabbit IgG (Santa Cruz Biotechnology, Santa Cruz, CA, USA). The specific reaction was visualized by exposing the membranes to a chemiluminescent substrate (Thermo Scientific, Rockford, IL, USA). Then, the antibodies were stripped by incubating the membranes at 50°C for 30 min in stripping buffer, composed of 62.5 mM Tris–HCl, pH 6.7, 2% SDS and 100 mM 2-mercaptoethanol. The membranes were processed for relabeling with goat anti-heat shock protein HSP60 antibody (sc-1052, N-20; Santa Cruz Biotechnology) used for an internal control of protein loading, followed by incubation with HRP-conjugated anti-goat IgG (Santa Cruz Biotechnology).

## Results

### Induction of apoptosis of U373MG cells by exposure to the anti-cancer chemical compounds

First of all, we determined the IC_50_ concentration of the compounds 1a, 2a, and 3 for killing U373MG glioblastoma cells in culture by using the MTT assay. We identified IC_50_ as 4.83 nM for the compound 1a, 3.10 nM for the compound 2a, and 1.70 nM for the compound 3 by a 72 hour-treatment, indicating that very low concentrations of the chemical compounds are sufficient to induce cell death of U373MG (Figure 2, panels b-d). The exposure of U373MG cells for 72 hours to each chemical compound at the concentration of IC_50_ induced the cleavage of PARP and CASP3, both of which reflect molecular markers of ongoing apoptosis (Figure 3, panels a, b, d, e, g, h, lanes 6, 12, 14).

**Figure 2:**
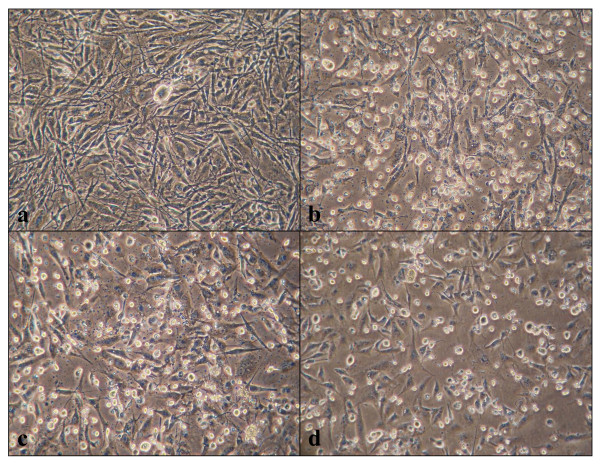
**Induction of apoptosis of U373MG cells by exposure to the anti-cancer chemical compounds.** U373MG cells were exposed for 72 hours to the chemical compounds individually at the concentration of IC_50_. The panels **(a-d)** represent phase contrast photographs of **(a)** the vehicle (DMSO), or **(b)** ET-770, the compound **1a**, **(c)** ET-770 derivative, the compound **3**, and **(d)** renieramycin M (RM), the compound **2a**. The round-shaped cells with remarkable shrinkage indicate the cells with ongoing apoptosis.

**Figure 3:**
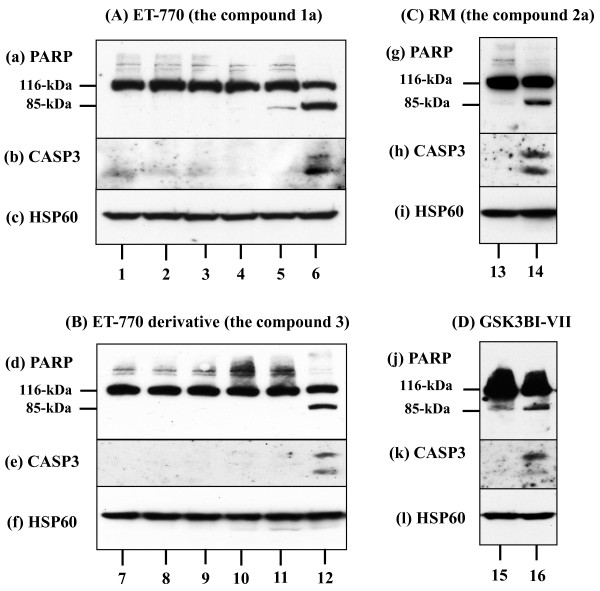
**Detection of apoptosis of U373MG cells by exposure to the anti-cancer chemical compounds.** U373MG cells were exposed to the chemical compounds individually at the concentration of IC_50_ for 72 hours or 20 μM GSK3B inhibitor VII for 36 hours. They were then processed for western blot analysis. The panels **(A-D)** represent the blot of **(A)** ET-770, the compound **1a**, **(B)** ET-770 derivative, the compound **3**, **(C)** RM, the compound **2a**, and **(D)** GSK3B inhibitor VII. The panels **(a-l)** indicate the blot of **(a, d, g, j)** poly-ADP-ribose-polymerase (PARP) composed of an 116-kDa uncleaved product and an 85-kDa cleaved product, **(b, e, h, k)** caspase-3 (CASP3) composed of 19-kDa and 17-kDa cleaved products, and **(c, f, i, l)** heat shock protein HSP60, an internal control of protein loading. The lanes **(1–16)** represent the cells **(1, 7)** untreated or treated for **(2, 8)** 4 hours, **(3, 9)** 8 hours, **(4, 10)** 24 hours, **(16)** 36 hours, **(5, 11)** 48 hours, and **(6, 12, 14)** 72 hours with the compounds or **(13)** 72 hours with the vehicle (DMSO), and **(15)** 36 hours with the vehicle (DMSO).

### Gene expression profile of U373MG cells following exposure to the anti-cancer chemical compounds

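Gene expression was measured in U373MG cells, an established human glioblastoma line, on 6 Human Gene 1.0 ST arrays, which read each gene with probes spread along the transcript. ET-770 (the compound 1a) was given at 4.83 nM, its pyridinecarbonyl derivative ET-770-DR (the compound 3) at 1.70 nM and renieramycin M (RM, the compound 2a) at 3.10 nM, each for 24 hours. These doses are the IC50 values that the paper determined over 72 hours. Each compound was hybridized on 1 array and had a vehicle array of its own, so that there were 3 compound arrays and 3 DMSO arrays in 3 independent experiments. The deposited values are signals that the authors computed by RMA in Expression Console, on a log2 scale, for 33297 probes. Of these, 19460 carry the symbol of 1 gene, 1754 carry several symbols and 12083 carry none. The first group was used and averaged per gene on the log2 scale, which gave 18418 genes, 768 of them read by several probes. Within an experiment, the sorted log2 values of the compound array and the DMSO array differed by 0.08 at most on average, whereas arrays of different experiments differed by up to 0.63. Each compound was therefore compared with the DMSO array of its own experiment, without a further normalization. The fold change of a gene is the signal in the compound-treated cells divided by that in the vehicle-treated cells, and with 1 array per arm it has no replicate check and no p-value. The response that the 3 compounds shared was tested with limma on the log2 values of all 18418 genes, with the experiment as a block (n = 3 pairs), and p-values were adjusted by the Benjamini-Hochberg method. The compounds thus served as replicates of each other, and differences between them counted as spread. All standard errors given are moderated by limma, which draws the variance of each gene towards that of all genes. They therefore do not show the spread of the 3 pairs alone. The number of arrays limits the precision. In simulated data of this design, 85 of 100 genes with a log2 change of 2 passed an adjusted p of 0.05. Of 100 with a log2 change of 1, 48 did, beside 1 false call. In the arrays 4471 genes passed, and the cutoff of the adjustment depends on that number. The simulated rates therefore do not give the share of changes missed in the arrays.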

Next, by using Human Gene 1.0 ST Array, we studied the genome-wide gene expression profile of U373MG cells exposed for 24 hours to the vehicle (DMSO) or to the compounds 1a, 2a, or 3 individually at the concentration of IC_50_. We performed three sets of the experiments independently, composed of the comparative analysis between the compound 1a and DMSO, between the compound 2a and DMSO, and between the compound 3 and DMSO. 

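The 6 arrays lay apart by experiment as well as by treatment. The first principal component held 48.0% of the variance of the 18418 genes, the second 24.6% and the third 23.2%. On none of these did all compound arrays lie on one side of all DMSO arrays (exact permutation test of the mean scores, two-sided, p = 0.8, 0.2 and 0.2; 3 arrays against 3 cannot give a p below 0.1). That test leaves out the pairing. Within each experiment the compound array lay above its own DMSO array, by 48.9, 52.5 and 38.9 on the second component and by 51.5, 54.1 and 40.8 on the third for ET-770, ET-770-DR and RM. On the first component these differences were 4.96, 10.7 and -3.78. In the space of the 3 components a plane parted the compound arrays from the DMSO arrays, and a plane could be drawn in the same way for 7 of the 10 divisions of the 6 arrays into 3 and 3. With each gene scaled to unit variance, and with linear values, all compound arrays lay on one side of all DMSO arrays along the third component, which then held 16.0% and 15.5% of the variance (exact permutation test, p = 0.1 in each case). The arrays of one experiment were 73.9 log2 units apart on average and arrays of different experiments 114, while compound and DMSO arrays were 107 apart and DMSO arrays 106 apart from each other. Genes also differed between the vehicle-treated cells. Relative to the DMSO cells of the ET-770 experiment, 120 genes were under 0.3333-fold and 0 over 3-fold in the DMSO cells of the ET-770-DR experiment, and 960 were under and 69 over in those of the RM experiment. After quantile normalization across the 6 arrays these counts were 12 and 10, and 226 and 305. Genes of ribosome biogenesis, which build the cell's ribosomes, were higher in the DMSO cells of the RM experiment than in those of the ET-770 experiment, with a median log2 difference of 0.73 over 67 genes after that normalization. The 41 genes of DNA replication differed between the same DMSO arrays by a median of 0.41. The 29 targets of p53 differed between them by 0.02. After quantile normalization, which was chosen for this purpose after seeing the data, all compound arrays lay on one side of all DMSO arrays along the second component, which then held 36.5% of the variance (exact permutation test, p = 0.1).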

Principal component analysis (PCA) showed that the microarray data derived from the chemical compound-treated cells and those from DMSO-treated cells constituted two spatially-separated planes, suggesting that the treatment with the chemical compounds exhibits the much greater impact on gene expression profile than the levels of gene expression changes simply attributable to the technical errors (Additional file 1 online). Therefore, we considered the fold changes greater than 3 or smaller than 0.3333, calculated by the expression levels in the compound-treated cells divided by those in the vehicle-treated cells, as substantial upregulation or downregulation.

We identified a battery of downregulated genes and upregulated genes following treatment with each chemical compound (Figure 4). The compound 3 reduced the expression of 417 genes and elevated the levels of 84 genes, while the compound 1a downregulated 426 genes and upregulated 45 genes. 

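Under 0.3333-fold were 396 of 18418 genes with ET-770 and 391 with ET-770-DR, and over 3-fold were 43 and 94. SSBP2, which encodes a protein that binds single-stranded DNA, was at 0.0400-fold with ET-770 and 0.0528-fold with ET-770-DR. Over all 3 experiments it fell by 3.78 on the log2 scale (standard error 0.33, adjusted p = 6.1e-05 from limma, n = 3 pairs). PTPRZ1, a receptor tyrosine phosphatase of glial cells, was at 0.103-fold and 0.0433-fold and fell by 3.49 (standard error 0.28, adjusted p = 3.5e-05). AKAP5, which anchors protein kinase A, was at 4.89-fold with ET-770 and 6.42-fold with ET-770-DR, and its mean log2 change over the 3 experiments was 2.19 (standard error 0.19, adjusted p = 5.5e-05). IL17RB, a cytokine receptor, was at 3.79-fold and 3.62-fold. NCR3LG1, a ligand of natural killer cells, was at 3.75-fold and 3.91-fold. All 396 genes under 0.3333-fold with ET-770 were also lower than DMSO with ET-770-DR, with a median log2 change of -1.96. With the mean of the 3 DMSO arrays as the control, 219 genes were under 0.3333-fold and 247 over 3-fold with ET-770, and 590 and 64 with ET-770-DR, where the median of all genes stood at 0.45 and -0.25 on the log2 scale. With quantile normalization as well, an alternative added after seeing the data, 386 were under and 50 over with ET-770, and 394 and 123 with ET-770-DR.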

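RM left 250 of 18418 genes under 0.3333-fold and 8 over 3-fold. PLCB1, a phospholipase C that releases inositol trisphosphate, was at 0.106-fold with RM and fell by 3.18 on the log2 scale over the 3 experiments (standard error 0.12, adjusted p = 4.6e-06 from limma, n = 3 pairs). DPYD, the enzyme that breaks down pyrimidines, was at 0.125-fold and EXOC6B, a subunit of the exocyst, at 0.114-fold. Besides the 6 genes that also exceeded 3-fold with both other compounds, RHEBL1, a small GTPase, reached 3.08-fold and TSPYL2, a nuclear protein, 3.28-fold with RM. RHEBL1 was also over 3-fold with ET-770 (3.65-fold), and TSPYL2 with ET-770-DR (3.02-fold). Over the 3 experiments, TSPYL2 rose by a mean log2 change of 1.63 (standard error 0.12, adjusted p = 2.3e-05). With the mean of the 3 DMSO arrays as the control for RM, 474 genes were under 0.3333-fold and 69 over 3-fold, and with quantile normalization as well, added after seeing the data, 380 and 122.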

The compound 2a decreased the expression of 274 genes and increased the expression of 9 genes. 

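Among the genes past 3-fold, 90.2% with ET-770, 80.6% with ET-770-DR and 96.9% with RM were lower than in the vehicle-treated cells. With the mean of the 3 DMSO arrays as the control, these shares were 47.0%, 90.2% and 87.3%. Over every probe, named or not, a setting chosen after seeing the data, they were 75.5%, 52.6% and 81.3%. Of those 33297 probes, 12083 carry no gene symbol, so that these last values are not shares of genes. Against the DMSO array of the same experiment, large changes of genes were mostly decreases, and changes of any size were more even. In the response shared by the 3 compounds, 2406 genes rose and 2065 fell (adjusted p under 0.05 from limma), while among those whose mean change also exceeded 3-fold, 14 rose and 317 fell. TENM2, a synaptic cell-surface protein, fell by 3.36 on the log2 scale (standard error 0.29, n = 3 pairs), and PRKD1, a protein kinase, fell by 3.23 (standard error 0.29). Increases were smaller. BCL2L11, which encodes the proapoptotic protein BIM, rose by 1.69 on the log2 scale (standard error 0.12, adjusted p = 2.2e-05), PNP, an enzyme of purine salvage, by 1.68 (standard error 0.14) and HOXC5, a homeobox factor, by 1.68 (standard error 0.13). At a 2-fold threshold, 862 genes were lower and 370 higher with ET-770, 909 and 708 with ET-770-DR, and 788 and 123 with RM. Without the block for the experiment, limma called 26 genes up and 369 down. Without the ET-770 experiment 1200 genes rose and 1505 fell, and without the ET-770-DR experiment 1582 rose and 1871 fell, so that which direction held more genes depended on the experiments.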

Overall, downregulated genes greatly outnumbered upregulated genes in each chemical compound. 

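NLGN1, a synaptic adhesion protein, was at 0.0717-fold with ET-770, 0.0548-fold with ET-770-DR and 0.336-fold with RM. EPHA3, an ephrin receptor, was at 0.0888-fold, 0.0732-fold and 0.160-fold. CASK, a scaffold protein of synapses, was at 0.111-fold, 0.0937-fold and 0.234-fold. SBF2, a regulator of membrane traffic, was at 0.0877-fold with ET-770 and fell by 3.18 on the log2 scale over the 3 experiments (standard error 0.17, adjusted p = 6.5e-06 from limma, n = 3 pairs). DIAPH2, a formin of the actin cytoskeleton, was at 0.130-fold, 0.150-fold and 0.128-fold. Among the increases, IL1A, which encodes interleukin 1 alpha, was at 4.66-fold with ET-770, 3.66-fold with ET-770-DR and 1.32-fold with RM. Its mean log2 change was 1.5 (moderated standard error 0.28, adjusted p = 0.0040), and its pairs spread more widely than that error shows. CHAC2, an enzyme of glutathione breakdown, was at 4.01-fold with ET-770-DR, 2.45-fold with ET-770 and 1.34-fold with RM. GPATCH4, a nucleolar protein read by 2 probes, was at 2.15-fold with ET-770-DR when its probes were averaged, and its probes by themselves gave 1.14-fold and 4.06-fold. CSNK1G1, a casein kinase, was at 0.394-fold with ET-770, 0.622-fold with ET-770-DR and 0.544-fold with RM, and fell by 0.97 on the log2 scale (standard error 0.15, adjusted p = 0.0013). DENND2C, a regulator of Rab proteins, was at 1.39-fold with RM (mean log2 change 0.30, standard error 0.13, adjusted p = 0.15).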

Top 10 genes downregulated or upregulated in U373MG are listed in Table 1. The complete list of all differentially expressed genes is available online as Additional files: Tables S1, S2, S3, S4, S5 and  S6.

**Figure 4:**
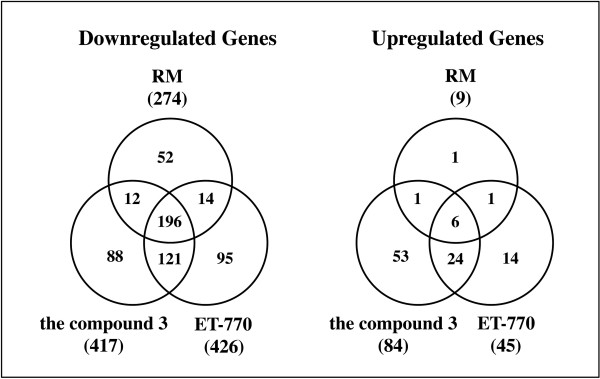
**The genes downregulated or upregulated in U373MG cells following exposure to the anti-cancer chemical compounds.** The genome-wide gene expression profile was studied in U373MG cells exposed for 24 hours to the vehicle (DMSO) or to the chemical compounds **1a**, **2a**, or **3** individually at the concentration of IC_50_. The fold changes greater than 3 or smaller than 0.3333, calculated by the expression levels in the compound-treated cells divided by those in the vehicle-treated cells, were considered as substantial upregulation or downregulation. The number of downregulated or upregulated genes is shown.

**Table 1:** Top 10 genes downregulated or upregulated in U373MG cells following exposure to anti-cancer chemical compounds

**ET-770 (the Compound 1a)**				**ET-770 Derivative (the Compound 3)**				**RM (the Compound 2a)**			
**Downregulated Genes (n = 426)**				**Downregulated Genes (n = 417)**				**Downregulated Genes (n = 274)**			
**Rank **	**Gene Symbol**	**Gene Name**	**Fold Change**	**Rank **	**Gene Symbol**	**Gene Name**	**Fold Change**	**Rank **	**Gene Symbol**	**Gene Name**	**Fold Change**
1	SSBP2	single-stranded DNA binding protein 2	0.040	1	PTPRZ1	protein tyrosine phosphatase, receptor-type, Z polypeptide 1	0.043	1	PSD3	pleckstrin and Sec7 domain containing 3	0.068
2	ELMO1	engulfment and cell motility 1	0.049	2	SSBP2	single-stranded DNA binding protein 2	0.053	2	MST131	MSTP131	0.099
3	ODZ2	odz, odd Oz/ten-m homolog 2 (Drosophila)	0.053	3	NLGN1	neuroligin 1	0.055	3	PLCB1	phospholipase C, beta 1 (phosphoinositide-specific)	0.106
4	PRKD1	protein kinase D1	0.068	4	CD180	CD180 molecule	0.068	4	EXOC6B	exocyst complex component 6B	0.114
5	NLGN1	neuroligin 1	0.072	5	EPHA3	EPH receptor A3	0.073	5	ELMO1	engulfment and cell motility 1	0.125
6	MLLT3	myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila); translocated to, 3	0.072	6	PRKD1	protein kinase D1	0.075	6	DPYD	dihydropyrimidine dehydrogenase	0.125
7	SBF2	SET binding factor 2	0.088	7	PSD3	pleckstrin and Sec7 domain containing 3	0.080	7	DIAPH2	diaphanous homolog 2 (Drosophila)	0.128
8	EPHA3	EPH receptor A3	0.089	8	ELMO1	engulfment and cell motility 1	0.084	8	PDE1C	phosphodiesterase 1 C, calmodulin-dependent 70 kDa	0.133
9	PSD3	pleckstrin and Sec7 domain containing 3	0.089	9	ODZ2	odz, odd Oz/ten-m homolog 2 (Drosophila)	0.084	9	FAM172A	family with sequence similarity 172, member A	0.138
10	ERC1	ELKS/RAB6-interacting/CAST family member 1	0.094	10	CASK	calcium/calmodulin-dependent serine protein kinase (MAGUK family)	0.094	10	FRMD5	FERM domain containing 5	0.139
**Upregulated Genes (n = 45)**				**Upregulated Genes (n = 84)**				**Upregulated Genes (n = 9)**			
**Rank**	**Gene Symbol**	**Gene Name**	**Fold Change**	**Rank**	**Gene Symbol**	**Gene Name**	**Fold Change**	**Rank**	**Gene Symbol**	**Gene Name**	**Fold Change**
1	OSR2	odd-skipped related 2 (Drosophila)	6.10	1	AKAP5	A kinase (PRKA) anchor protein 5	6.42	1	DENND2C	DENN/MADD domain containing 2 C	4.28
2	HBEGF	heparin-binding EGF-like growth factor	5.12	2	SLC25A19	solute carrier family 25 (mitochondrial thiamine pyrophosphate carrier), member 19	4.90	2	ZNF844	zinc finger protein 844	4.07
3	AKAP5	A kinase (PRKA) anchor protein 5	4.89	3	OSR2	odd-skipped related 2 (Drosophila)	4.86	3	HBEGF	heparin-binding EGF-like growth factor	4.02
4	CSNK1G1	casein kinase 1, gamma 1	4.69	4	ZNF844	zinc finger protein 844	4.79	4	OSR2	odd-skipped related 2 (Drosophila)	3.52
5	IL1A	interleukin 1, alpha	4.66	5	HBEGF	heparin-binding EGF-like growth factor	4.63	5	LRRTM2	leucine rich repeat transmembrane neuronal 2	3.44
6	GABRQ	gamma-aminobutyric acid (GABA) receptor, theta	4.28	6	CDC25A	cell division cycle 25 homolog A (S. pombe)	4.38	6	TSPYL2	TSPY-like 2	3.28
7	ZNF844	zinc finger protein844	4.03	7	ZNF684	zinc finger protein 684	4.24	7	TLCD1	TLC domain containing 1	3.10
8	E2F2	E2F transcription factor 2	3.82	8	TLCD1	TLC domain containing 1	4.10	8	RHEBL1	Ras homolog enriched in brain like 1	3.08
9	IL17RB	interleukin 17 receptor B	3.79	9	GPATCH4	G patch domain containing 4	4.06	9	GABRQ	gamma-aminobutyric acid (GABA) receptor, theta	3.00
10	B7H6	B7 homolog 6	3.75	10	CHAC2	ChaC, cation transport regulator homolog 2 (E. coli)	4.01				

The genome-wide gene expression profile was studied on Human Gene 1.0 ST array in U373MG cells following a 24 hour-exposure to the vehicle (DMSO) or to the three chemical compounds (Figure 1) individually at the concentration of IC_50_. The fold changes greater than 3 or smaller than 0.3333, calculated by the expression levels in the compound-treated cells divided by those in the vehicle-treated cells, were considered as substantial upregulation or downregulation. Top ten of them are listed with gene symbol, gene name, and fold change.

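Genes past the threshold with a compound mostly moved in the same direction with the others, and part of them passed it with all. Under 0.3333-fold with all 3 compounds were 186 genes, where independent lists of these sizes would share 0.114, and 6 genes were over 3-fold with all 3: GABRQ, a subunit of the GABA receptor, HBEGF, a ligand of EGFR, LRRTM2, a synaptic adhesion protein, OSR2 and ZNF844, which encode zinc finger proteins, and TLCD1, a membrane protein. LRRTM2 rose by a mean log2 change of 1.82 (standard error 0.12, adjusted p = 1.2e-05 from limma, n = 3 pairs), GABRQ by 1.87 (standard error 0.14) and TLCD1 by 1.76 (standard error 0.13). No gene was over 3-fold with one compound and under 0.3333-fold with another when each compound was set against its own DMSO array, whereas with the mean of the DMSO arrays 12 genes were so with ET-770 and RM, and 2 with ET-770-DR and RM. The 86 genes under 0.3333-fold with ET-770 alone had a median log2 change of -1.31 with ET-770-DR and -1.17 with RM, and 85 of them were lower than DMSO with RM too. All 39 genes under 0.3333-fold with RM alone were lower than DMSO with both other compounds, so that the lists differed by the threshold more than by direction. Of the 64 genes over 3-fold with ET-770-DR alone, 63 were higher than DMSO with ET-770 and 61 with RM. Across all 18418 genes, which are not independent replicates, the log2 changes correlated at 0.87 between ET-770 and ET-770-DR, 0.76 between ET-770 and RM, and 0.65 between ET-770-DR and RM (Pearson; Spearman 0.75, 0.54 and 0.42). With the mean of the 3 DMSO arrays as the control, 170 genes were under 0.3333-fold and 2 over 3-fold with all 3 compounds. The Pearson correlations were then 0.78, 0.43 and 0.42 (Spearman 0.61, 0.23 and 0.23), although a shared control raises them by itself. Against the DMSO array of each experiment after quantile normalization, the Pearson correlations were 0.87, 0.79 and 0.70. From the overlap the paper proposes that the compounds induce apoptosis through common molecular pathways.

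**Figure D1:**
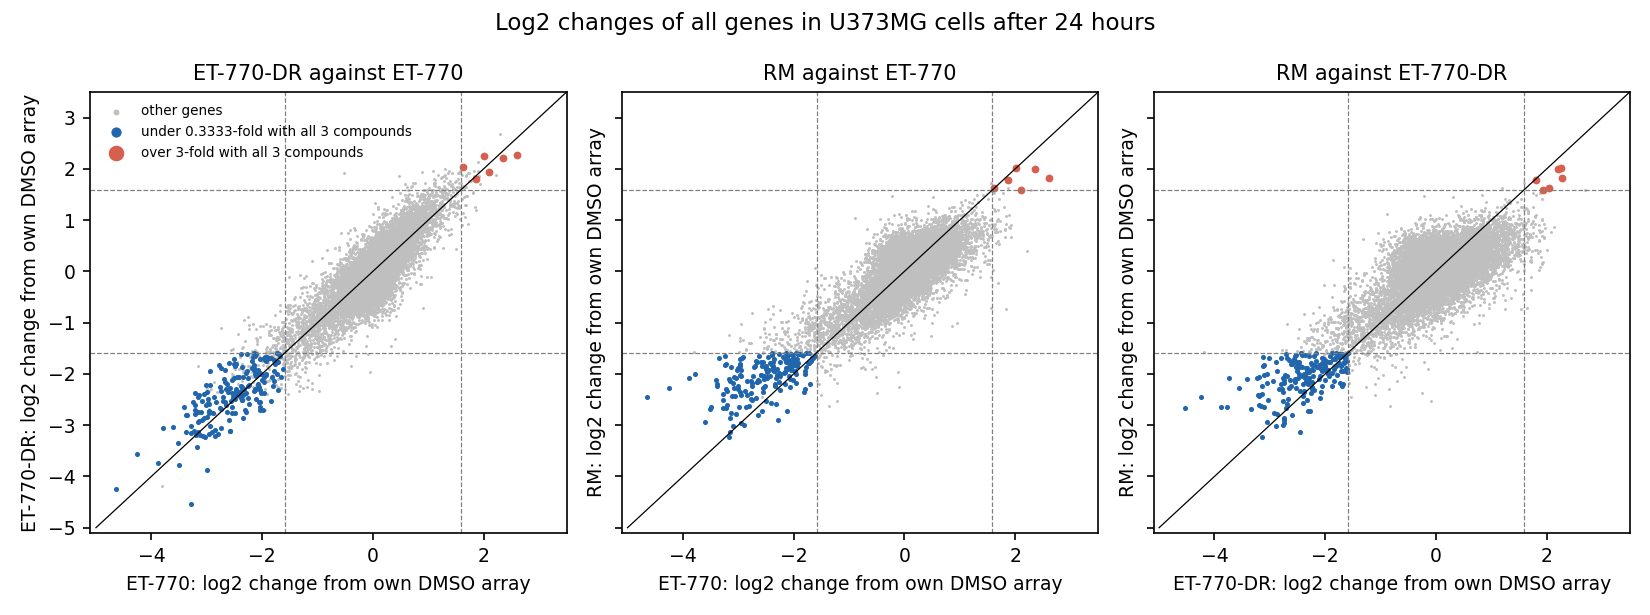
Log2 change of each of 18418 genes from the DMSO array of the same experiment, for each pair of compounds; each point is a gene, on 1 array per arm. The dashed lines mark 3-fold and 0.3333-fold, the solid line equal changes, blue the 186 genes lowered and red the 6 genes raised past the threshold with all 3 compounds.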

Importantly, 196 downregulated genes and 6 upregulated genes showed an overlap among three distinct compounds (all were listed in Additional file 8: Table S 7), suggesting an existence of the common molecular pathways involved in apoptosis induced by these chemical compounds. It is worthy to note that engulfment and cell motility 1 (ELMO1) and pleckstrin and Sec7 domain containing 3 (PSD3) were identified in the list of downregulated genes, while odd-skipped related 2 (OSR2), heparin-binding EGF-like growth factor (HBEGF), and zinc finger protein 844 (ZNF844) were included in upregulated genes shared among three chemical compounds (Table 1).

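ELMO1, which works with DOCK1 to activate the GTPase Rac1 in cell migration, was at 0.0820-fold with ET-770, 0.121-fold with ET-770-DR and 0.131-fold with RM. It is read by 2 probes, which gave 0.0488-fold and 0.138-fold with ET-770. Over the 3 experiments it fell by 3.20 on the log2 scale (standard error 0.15, adjusted p = 5.8e-06 from limma, n = 3 pairs). PSD3, an exchange factor for the GTPase ARF6, is also read by 2 probes and was at 0.118-fold, 0.135-fold and 0.124-fold (mean log2 change -3.0, standard error 0.12, adjusted p = 4.6e-06). OSR2, a transcription factor of skeletal and craniofacial development, was at 6.10-fold, 4.86-fold and 3.52-fold (mean log2 change 2.23, standard error 0.16, adjusted p = 1.9e-05). HBEGF, the heparin-binding ligand of EGFR, was at 5.12-fold, 4.63-fold and 4.02-fold (mean log2 change 2.19, standard error 0.13, adjusted p = 8.2e-06). ZNF844 was at 4.03-fold, 4.79-fold and 4.07-fold (mean log2 change 2.10, standard error 0.12, adjusted p = 8.3e-06).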

Supporting the microarray analysis data, qPCR analysis validated substantial downregulation of PTK2, AKT3, and GSK3B and notable upregulation of CDC25A in U373MG cells following exposure to the compounds 3 and 1a (Figure 5).

**Figure 5:**
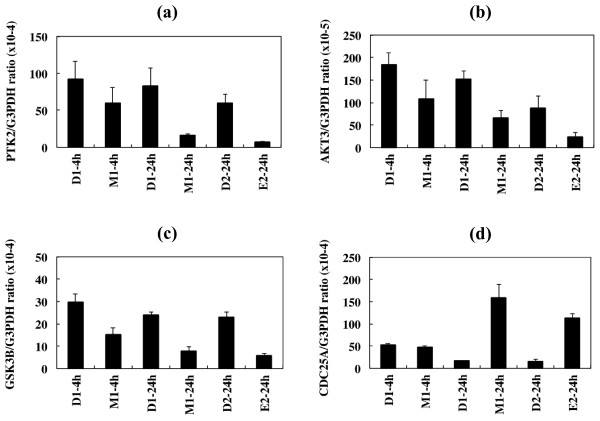
**qPCR of PTK2, AKT3, GSK3B, and CDC25A mRNAs in U373MG cells following exposure to the anti-cancer chemical compounds.** The panels **(a-d)** indicate quantitative RT-PCR (qPCR) analysis of **(a)** PTK2, **(b)** AKT3, **(c)** GSK3B, and **(d)** CDC25A mRNA expression standardized against the levels of G3PDH in U373MG cells exposed for 4 hours or 24 hours to DMSO **(D1)** or ET-770 derivative, the compound **3 (M1)**, or for 24 hours to DMSO **(D2)** or ET-770, the compound **1a (E2),** individually at the concentration of IC_50_.

### Molecular network of the genes altered in U373MG cells by the anti-cancer chemical compounds

By importing the complete list of Entrez Gene IDs of either downregulated or upregulated genes in U373MG cells after a 24 hour-exposure to the three compounds into the Functional Annotation tool of DAVID, we identified the KEGG pathways closely related to the set of imported genes (Table 2). We found that downregulated genes in U373MG cells shared among the three compounds showed the significant relevance to the ErbB (EGFR) signaling pathway (hsa04012), composed of focal adhesion kinase (FAK), alternatively named protein tyrosine kinase 2 (PTK2), v-akt murine thymoma viral oncogene homolog (AKT)/protein kinase B (PKB), and glycogen synthase kinase 3 (GSK3) acting as central signaling molecules (colored by blue in Figure 6), in addition to the axon guidance pathway (hsa04360). 

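Of 71 measured genes of ErbB signaling, 22 fell and 5 rose in the response shared by the 3 compounds, and 44 did not pass the test (22 and 5 when adjusted over the list alone). PTK2, the focal adhesion kinase, was at 0.203-fold with ET-770, 0.253-fold with ET-770-DR and 0.268-fold with RM, and fell by 2.06 on the log2 scale (standard error 0.13, adjusted p = 1.0e-05 from limma, n = 3 pairs). GSK3B, the beta isoform of glycogen synthase kinase 3, was at 0.220-fold, 0.298-fold and 0.316-fold and fell by 1.86 (standard error 0.14, adjusted p = 2.4e-05). PRKCA, protein kinase C alpha, fell by 3.0 (standard error 0.15), CAMK2D, a calmodulin-dependent kinase, by 2.28 (standard error 0.13), and EGFR itself by 1.1 (standard error 0.13, adjusted p = 0.00031). HBEGF, a ligand of EGFR, rose. As a set the list moved down relative to all other genes (camera, adjusted p = 0.0030; adjusted p = 0.31 with an estimated correlation), and its median log2 change was -0.03 and its mean -0.28. By compound, 8 members were under 0.3333-fold with ET-770, 7 with ET-770-DR and 7 with RM, where 10000 random lists of similar expression held 1.59, 1.76 and 1.1 on average and 99.98%, 99.84% and 99.99% of them held fewer. Of 113 genes of axon guidance, which steer growing neurites, 35 fell and 4 rose (36 and 4 when adjusted over the list alone; camera, adjusted p = 1.9e-06; adjusted p = 0.50 with an estimated correlation). EPHA3 fell by 3.30 (standard error 0.20) and UNC5C, a netrin receptor, by 2.82 (standard error 0.16). The lists were written after reading the paper's tables, which hold 10 of the ErbB genes and 14 of the axon guidance genes, so their members there are not independent evidence. Between the DMSO arrays, the median of the ErbB list differed by up to 0.14 after quantile normalization. It differed from DMSO by -0.05 with ET-770, -0.15 with ET-770-DR and -0.09 with RM. Here and for all lists below, differences between DMSO arrays are differences between experiments, which the comparison within each experiment leaves out. They do not measure the spread of a list's change. From a KEGG analysis of the genes lowered by all 3 compounds, the paper concludes that these genes relate to ErbB signaling, with PTK2 among its members.

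**Figure D2:**
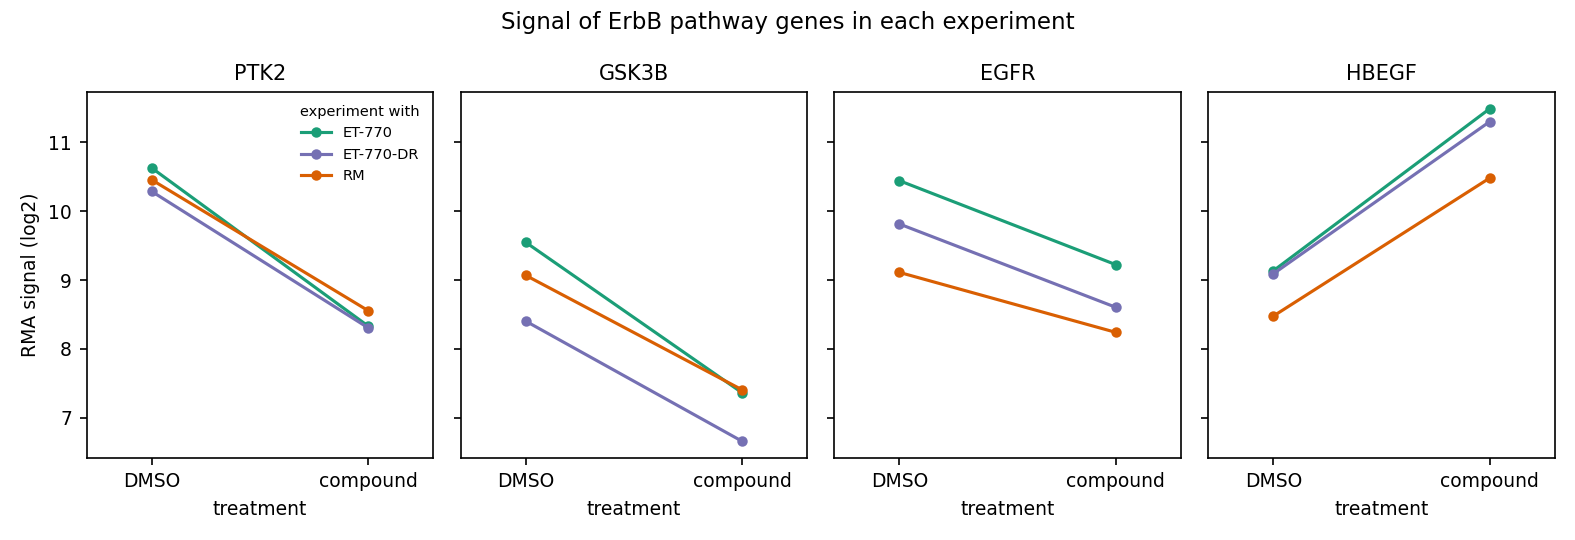
RMA signal on a log2 scale of PTK2, GSK3B, EGFR and HBEGF in the DMSO-treated and the compound-treated cells; each point is 1 array and each line joins the 2 arrays of one experiment. PTK2, GSK3B and EGFR are lower and HBEGF is higher with the compound in all 3 experiments.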

We also validated these findings by the Protein Analysis Through Evolutionary Relationships (PANTHER) classification system (http://www.pantherdb.org), operating on the different computational algorithms from KEGG (Additional file 9 online). 

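Of 152 measured genes of focal adhesion, 55 fell and 2 rose in the shared response (56 and 2 when adjusted over the list alone). DOCK1, the partner of ELMO1 in activating Rac1, fell by 2.64 on the log2 scale (standard error 0.12, adjusted p = 5.6e-06 from limma, n = 3 pairs), and FYN, a kinase of the SRC family, fell by 2.12 (standard error 0.18). Of 66 genes of the adherens junction, 27 fell and 0 rose (27 and 0 when adjusted over the list alone), where 39 did not pass the test. Among them FER, a tyrosine kinase, fell by 2.23 (standard error 0.12) and PARD3, a protein of cell polarity, by 2.01 (standard error 0.14). Of 91 cell adhesion molecules, 21 fell and 6 rose (21 and 7 when adjusted over the list alone). NLGN4X, a neuroligin, fell by 2.91 (standard error 0.16) and NRCAM, an adhesion protein of neurons, by 2.50 (standard error 0.15). Relative to all other genes, the 3 lists moved down (camera, adjusted p = 1.2e-09 for focal adhesion, 1.4e-07 for the adherens junction and 0.0046 for cell adhesion molecules; adjusted p = 0.31, 0.31 and 0.76 with an estimated correlation). Under 0.3333-fold were 9 focal adhesion genes with ET-770, 16 with ET-770-DR and 9 with RM, and 6, 5 and 4 genes of the adherens junction. Cell adhesion molecules numbered 4, 8 and 2, and 71.1% of random lists of similar expression held fewer than the last count. The median log2 change of these molecules was -0.11 with ET-770, -0.25 with ET-770-DR and 0.06 with RM, where the median of all genes was 0.02, -0.03 and 0.12, and it was -0.06, -0.13 and -0.01 after quantile normalization. The DMSO arrays differed in the median of cell adhesion molecules by up to 0.26 and of focal adhesion by up to 0.04 after quantile normalization. The paper's tables hold 17, 6 and 9 members of the lists, which were written after those tables had been read, so that these members are not independent evidence.

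**Figure D3:**
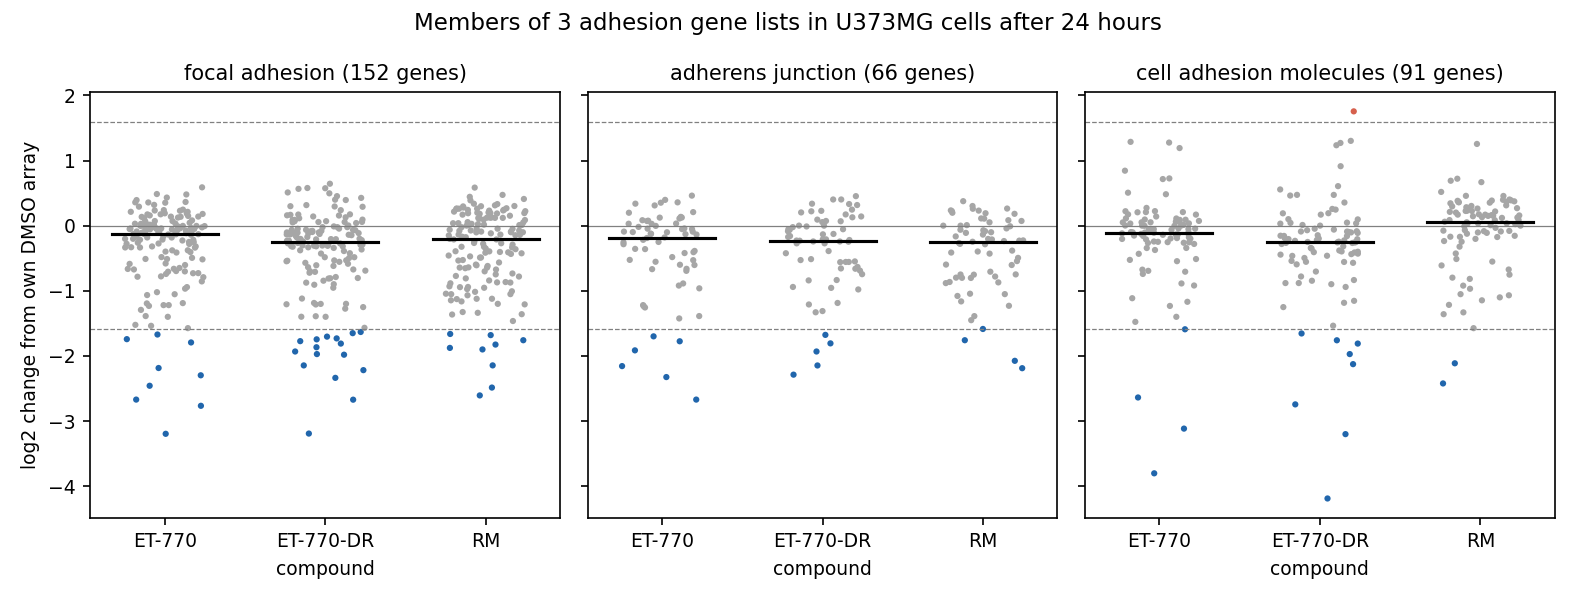
Log2 change from the DMSO array of the same experiment for the members of each list; each point is a gene, on 1 array per arm, and the thick line is the median. The dashed lines mark 3-fold and 0.3333-fold, and blue and red mark the genes past them.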

The pathways of adherens junction (hsa04520), focal adhesion (hsa04510), and cell adhesion molecules (hsa04514) were also enriched in the set of downregulated genes by these chemical compounds (Table 2). In contrast, the set of upregulated genes by both the compounds 1a and 3 showed the most significant relationship with the cell cycle pathway (hsa04110) (colored by orange in Figure 7), where CDC25A serves as a hub molecule.

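CDC25A, the phosphatase that activates cyclin-dependent kinases at the entry to S phase, was at 3.72-fold with ET-770, 4.38-fold with ET-770-DR and 1.83-fold with RM, and rose by a mean log2 change of 1.63 (standard error 0.21, adjusted p = 0.00054 from limma, n = 3 pairs). Of 121 measured genes of the cell cycle, 32 rose and 15 fell in the shared response (37 and 16 when adjusted over the list alone). CDT1 and CDC6, which license origins of replication, rose by 1.49 (standard error 0.17) and 1.39 (standard error 0.18), and GADD45A, an inhibitor of the cell cycle induced by DNA damage, rose by 1.32 (standard error 0.19). The cyclin-dependent kinase CDK6 fell by 1.89 (standard error 0.14) and STAG1, a subunit of cohesin, by 2.42 (standard error 0.14). Over 3-fold were 4 members with ET-770, 5 with ET-770-DR and 0 with RM, where random lists of similar expression held 0.379, 0.616 and 0.0529 on average. The list moved up relative to all other genes (camera, adjusted p = 0.031; adjusted p = 0.80 with an estimated correlation). Without the ET-770 experiment the adjusted p at the preset correlation was 0.052, and without the ET-770-DR experiment 0.36. Without the RM experiment, which leaves the compounds of the paper's cell cycle result, it was lower than with all experiments. The median of the list differed by up to 0.23 on the log2 scale between DMSO arrays after quantile normalization. Its change was 0.18, 0.20 and 0.09 with ET-770, ET-770-DR and RM. The difference between DMSO arrays lies between experiments and does not measure the spread of these changes. With the mean of the 3 DMSO arrays as the control, 8, 1 and 2 members were over 3-fold, where the median of all genes stood at 0.45, -0.25 and -0.13. Of the members, 9 are in the paper's tables, which had been read when the list was written, and are not independent evidence.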

**Table 2:** KEGG pathways of the genes downregulated or upregulated in U373MG cells following exposure to anti-cancer chemical compounds

**ET-770 (the Compound 1a)**				**ET-770 Derivative (the Compound 3)**				**RM (the Compound 2a)**			
**Downregulated Genes (n = 426)**				**Downregulated Genes (n = 417)**				**Downregulated Genes (n =274)**			
**Rank**	**Pathway**	**P-Value**	**FDR**	**Rank**	**Pathway**	**P-Value**	**FDR**	**Rank**	**Pathway**	**P-Value**	**FDR**
1	hsa04012:ErbB signaling pathway	0.0006	0.71	1	hsa04510:Focal adhesion	0.0001	0.12	1	hsa04070:Phosphatidylinositol signaling system	0.0003	0.38
2	hsa04360:Axon guidance	0.0008	0.94	2	hsa04360:Axon guidance	0.0002	0.21	2	hsa04916:Melanogenesis	0.0019	2.17
3	hsa04070:Phosphatidylinositol signaling system	0.0041	4.69	3	hsa04810:Regulation of actin cytoskeleton	0.0007	0.80	3	hsa05223:Non-small cell lung cancer	0.0027	3.03
4	hsa04520:Adherens junction	0.0052	5.82	4	hsa04020:Calcium signaling pathway	0.0083	9.21	4	hsa04510:Focal adhesion	0.0032	3.51
5	hsa05214:Glioma	0.0076	8.42	5	hsa04012:ErbB signaling pathway	0.0093	10.22	5	hsa04020:Calcium signaling pathway	0.0043	4.69
				6	hsa04514:Cell adhesion molecules (CAMs)	0.0097	10.63	6	hsa04012:ErbB signaling pathway	0.0046	5.10
								7	hsa05214:Glioma	0.0053	5.86
								8	hsa04720:Long-term potentiation	0.0074	8.01
								9	hsa04912:GnRH signaling pathway	0.0083	8.91
								10	hsa04360:Axon guidance	0.0084	9.08
**Upregulated Genes (n = 45)**				**Upregulated Genes (n = 84)**				**Upregulated Genes (n = 9)**			
**Rank**	**Pathway**	**P-Value**	**FDR**	**Rank**	**Pathway**	**P-Value**	**FDR**	**Rank**	**Pathway**	**P-Value**	
1	hsa04110:Cell cycle	0.0053	4.58	1	hsa04110:Cell cycle	0.0077	6.84		none		

The genome-wide gene expression profile was studied on Human Gene 1.0 ST array in U373MG cells following a 24 hour-exposure to the vehicle (DMSO) or to the three chemical compounds (Figure 1). By importing the complete list of Entrez Gene IDs of downregulated or upregulated genes into the Functional Annotation tool of DAVID, the KEGG pathways related to the set of imported genes showing p < 0.01 by a modified Fisher Exact test were identified. The pathways are listed with the category, p-value, and false discover rate (FDR %).

**Figure 6:**
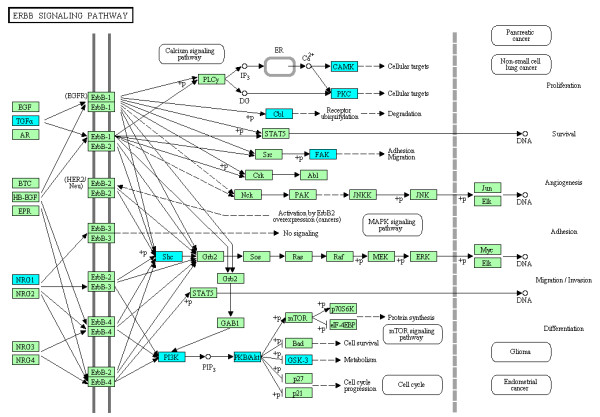
**Molecular network of downregulated genes in U373MG cells following exposure to ET-770, the compound 1a.** Entrez Gene IDs of 426 downregulated genes in U373MG cells following a 24 hour-exposure to the compound **1a** were imported into the Functional Annotation tool of DAVID. The KEGG pathways closely related to the set of imported genes were identified. The ErbB (EGFR) signaling pathway (hsa04012), identified as the first-rank downregulated pathway (Table 2), is shown, where downregulated genes are colored by blue.

**Figure 7:**
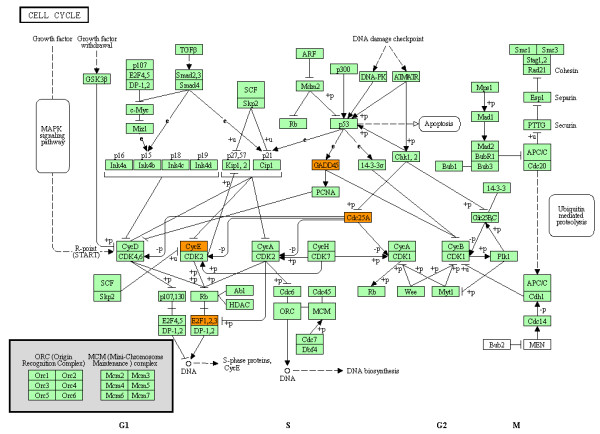
**Molecular network of upregulated genes in U373MG cells following exposure to ET-770 derivative, the compound 3.** Entrez Gene IDs of 84 upregulated genes in U373MG cells following a 24 hour-exposure to the compound **3** were imported into the Functional Annotation tool of DAVID. The KEGG pathways closely related to the set of imported genes were identified. The cell cycle pathway (hsa04110), identified as the first-rank upregulated pathway (Table 2), is shown, where upregulated genes are colored by orange.

The impact factor (IF) analysis by the Pathway-Express tool indicated that adherence junction (hsa04520) (IF = 29.856) and phosphatidylinositol signaling system (hsa04070) (IF = 26.696) in the compound 1a, phosphatidylinositol signaling system (hsa04070) (IF = 25.067) and adherence junction (hsa04520) (IF =21.93) in the compound 3, and phosphatidylinositol signaling system (hsa04070) (IF = 27.965) and adherence junction (hsa04520) (IF =13.422) in the compound 2a represented the pathways showing the greatest impact on the set of downregulated genes by these compounds (Additional file 10).

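PLCB1 and PRKCA, which belong to phosphatidylinositol signaling, are among the 12 genes that fell most in the shared response. Of 71 measured members of that pathway, 19 fell and 7 rose (22 and 11 when adjusted over the list alone), and 45 did not pass the test. PLCE1, another phospholipase C, was at 0.129-fold with ET-770, 0.110-fold with ET-770-DR and 0.188-fold with RM, and fell by 2.85 on the log2 scale (standard error 0.16, adjusted p = 7.6e-06 from limma, n = 3 pairs). PRKCA, which is activated by the products of phospholipase C, was at 0.109-fold, 0.109-fold and 0.164-fold. Under 0.3333-fold were 8 members with ET-770, 7 with ET-770-DR and 8 with RM, where random lists of similar expression held 1.87, 1.86 and 1.17 on average. The list moved down relative to all other genes (camera, adjusted p = 0.0032; adjusted p = 0.31 with an estimated correlation), with a median log2 change of -0.06 and a mean of -0.34. In the adherens junction list, FYN was at 0.157-fold, 0.262-fold and 0.295-fold and FER at 0.20-fold, 0.205-fold and 0.237-fold. Of the phosphatidylinositol list, 9 members are in the paper's tables and are not independent evidence. Between DMSO arrays its median differed by up to 0.08 after quantile normalization, and it differed from DMSO by 0.01 with ET-770, -0.12 with ET-770-DR and -0.04 with RM.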

Next, by importing the complete list of Entrez Gene IDs of downregulated or upregulated genes in U373MG cells after a 24 hour-exposure to three compounds into IPA, we identified the molecular networks most closely related to the set of imported genes (Table 3). The molecular networks with functional categories defined by cellular movement and nervous system development and function were enriched in the network of the genes downregulated by all the three compounds (colored by green in Figure 8), where GSK3B acts as a hub molecule. In contrast, the molecular networks with functional categories defined by cellular growth and proliferation were overrepresented in the network of upregulated genes (Table 3).

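GSK3B, a kinase that phosphorylates microtubule proteins and beta-catenin, had log2 signals of 9.55, 8.41 and 9.07 in the DMSO cells of the ET-770, ET-770-DR and RM experiments and of 7.37, 6.66 and 7.41 in the compound-treated cells. MAP2, a microtubule protein of dendrites, was at 0.171-fold, 0.159-fold and 0.206-fold and fell by 2.49 on the log2 scale (standard error 0.13, adjusted p = 6.5e-06 from limma, n = 3 pairs). GAP43, a protein of growth cones, fell by 1.01 (standard error 0.12) and SYT1, the calcium sensor of synaptic vesicles, by 0.92 (standard error 0.13). SLIT2, a repellent of migrating cells and axons, was at 0.133-fold, 0.114-fold and 0.314-fold. Of 16 neuron markers, 4 fell and 0 rose, and 12 did not pass the test (camera, adjusted p = 0.010; adjusted p = 0.31 with an estimated correlation). The median of these markers differed by up to 0.13 between DMSO arrays after quantile normalization. It differed from DMSO by -0.08 with ET-770, -0.12 with ET-770-DR and -0.16 with RM. PTPRK, a receptor tyrosine phosphatase at cell contacts, was at 0.124-fold, 0.163-fold and 0.212-fold and fell by 2.62 (standard error 0.16).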

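Of 67 measured genes of ribosome biogenesis, 44 rose and 2 fell in the shared response (53 and 2 when adjusted over the list alone), with a median log2 change of 0.57. POLR1C, a subunit of RNA polymerases I and III, rose by 1.34 on the log2 scale (standard error 0.15, adjusted p = 0.00026 from limma, n = 3 pairs) and NOP2, a nucleolar methyltransferase, by 1.23 (standard error 0.15), whereas DDX10, a nucleolar helicase, fell by 1.25 (standard error 0.14). Of 41 genes of DNA replication, 22 rose and 2 fell (27 and 2 when adjusted over the list alone). Among those that rose, MCM10 was at 2.43-fold with ET-770, 2.78-fold with ET-770-DR and 1.58-fold with RM. Relative to all other genes both lists moved up (camera, adjusted p = 6.1e-12 and 1.8e-08; adjusted p = 0.68 and 0.68 with an estimated correlation). Of 37 genes of mitosis, 7 rose and 1 fell, and the list did not pass the test (camera, adjusted p = 0.12). AURKB, a mitotic kinase, rose by 0.70 (standard error 0.12). After quantile normalization, the median of the DNA replication list changed by 0.59, 0.55 and 0.19 with ET-770, ET-770-DR and RM. That of ribosome biogenesis changed by 0.52, 0.80 and 0.26. The DMSO arrays differed from each other to a similar extent, by up to 0.58 and 0.73 in these medians. Those are differences between experiments, which the comparison within each experiment leaves out, so that they do not measure the spread of these changes.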

**Table 3:** IPA networks of the genes downregulated or upregulated in U373MG cells following exposure to anti-cancer chemical compounds

**ET-770 (the Compound 1a)**			**ET-770 Derivative (the Compound 3)**			**RM (the Compound 2a)**		
**Downregulated Genes (n = 426)**			**Downregulated Genes (n = 417)**			**Downregulated Genes (n = 274)**		
**Rank**	**Associated Network Functions**	**P-Value**	**Rank**	**Associated Network Functions**	**P-Value**	**Rank**	**Associated Network Functions**	**P-Value**
1	Cellular Assembly and Organization, Cellular Function and Maintenance, Molecular Transport	1.00E-45	1	Cardiovascular Disease, Tissue Development, Post-Translational Modification	1.00E-43	1	Cellular Movement, Cardiac Arteriopathy, Cardiovascular Disease	1.00E-48
2	Tissue Development, Cellular Movement, Nervous System Development and Function	1.00E-36	2	Cell-To-Cell Signaling and Interaction, Cellular Assembly and Organization, Cellular Movement	1.00E-40	2	Gene Expression, Cellular Growth and Proliferation, Cell Death	1.00E-38
3	Developmental Disorder, Skeletal and Muscular Disorders, Nervous System Development and Function	1.00E-34	3	Cell-To-Cell Signaling and Interaction, Nervous System Development and Function, Cellular Function and Maintenance	1.00E-34	3	Cellular Movement, Cell Morphology, Cell-To-Cell Signaling and Interaction	1.00E-35
4	Gene Expression, Infectious Disease, Cellular Development	1.00E-34	4	Cellular Movement, Cellular Growth and Proliferation, Carbohydrate Metabolism	1.00E-31	4	Cellular Growth and Proliferation, Cellular Movement, Cell Death	1.00E-29
5	Post-Translational Modification, Cellular Assembly and Organization, Cellular Function and Maintenance	1.00E-28	5	Gene Expression, Cellular Development, Cellular Growth and Proliferation	1.00E-31	5	Cellular Movement, Nervous System Development and Function, Developmental Disorder	1.00E-28
**Upregulated Genes (n = 45)**			**Upregulated Genes (n = 84)**			**Upregulated Genes (n = 9)**		
**Rank**	**Associated Network Functions**	**P-Value**	**Rank**	**Associated Network Functions**	**P-Value**	**Rank**	**Associated Network Functions**	**P-Value**
1	Cell Cycle, Gene Expression, Cell Death	1.00E-41	1	Cellular Growth and Proliferation, Cell Cycle, Cell-To-Cell Signaling and Interaction	1.00E-39	1	Cellular Development, Cellular Growth and Proliferation, Cancer	1.00E-14
2	Inflammatory Response, Lipid Metabolism, Small Molecule Biochemistry	1.00E-27	2	Gene Expression, Infectious Disease, Cell-To-Cell Signaling and Interaction	1.00E-32	2	Cell-To-Cell Signaling and Interaction, Molecular Transport, Small Molecule Biochemistry	1.00E-03
3	Cellular Development, Cellular Growth and Proliferation, Respiratory System Development and Function	1.00E-14	3	Cellular Development, Cellular Growth and Proliferation, Endocrine System Development and Function	1.00E-21			
4	Cancer, Carbohydrate Metabolism, Endocrine System Disorders	1.00E-03	4	Cellular Movement, DNA Replication, Recombination, and Repair, Gene Expression	1.00E-11			
5	Cell Death, Post-Translational Modification, Amino Acid Metabolism	1.00E-03	5	Cellular Compromise, Cell Morphology, Inflammatory Response	1.00E-02			

The genome-wide gene expression profile was studied on Human Gene 1.0 ST array in U373MG cells following a 24 hour-exposure to the vehicle (DMSO) or to the three chemical compounds (Figure 1). By importing the complete list of Entrez Gene IDs of downregulated or upregulated genes into IPA, the molecular networks related to the set of imported genes were identified. The networks are listed with the functional category and p-value.

**Figure 8:**
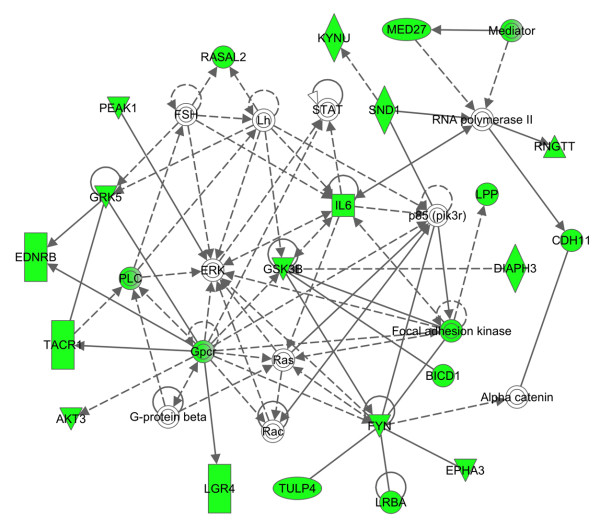
**Molecular network of downregulated genes in U373MG cells following exposure to renieramycin M, the compound 2a.** Entrez Gene IDs of 274 downregulated genes in U373MG cells following a 24 hour-exposure to the compound **2a** were imported into IPA. The molecular networks closely related to the set of imported genes were identified. The molecular network defined by “cellular movement, cell morphology, cell-to-cell signaling and interaction” identified as the third-rank downregulated network (Table 3) is shown, where downregulated genes are colored by green.

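ET-770-DR and ET-770, which differ by a pyridinecarbonyl group, shared 297 genes under 0.3333-fold, 76.0% of the 391 with ET-770-DR, and 29 over 3-fold. The doses differed, each being the IC50 of the compound. Relative to the DMSO array of its own experiment, the log2 change of a gene differed between ET-770-DR and ET-770 by a median of 0.19, between RM, a bis-isoquinolinequinone, and ET-770 by 0.23, and between RM and ET-770-DR by 0.31. With 1 array per compound, each from an experiment of its own, a difference between compounds cannot be parted from a difference between experiments. A limma fit set before the data were examined took DMSO (n = 3 arrays) and each compound (n = 1 array) as groups without the pairing. As deposited it gave 0 genes at an adjusted p under 0.05 between ET-770-DR and ET-770 (3 higher and 205 lower at an unadjusted p under 0.05), 38 between RM and ET-770 and 17 between RM and ET-770-DR, where the median log2 difference of all genes was -0.69, -0.56 and 0.13. Against DMSO it gave 54, 247 and 116 genes for ET-770, ET-770-DR and RM. After quantile normalization, added after seeing the data for the comparisons with DMSO, it gave 0 genes in each of these comparisons, and between ET-770-DR and ET-770 76 were higher and 34 lower at an unadjusted p under 0.05. Neither the genes called nor the lack of calls can be assigned to the compounds, and whether the compounds act alike stays open.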

Finally, the sets of 317 downregulated genes and 30 upregulated genes in U373MG cells shared between the structurally-related compounds 1a and 3 were combined together, and then the corresponding Entrez Gene IDs were imported into KeyMolnet. 

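RB1, the retinoblastoma protein that restrains E2F factors, fell with all 3 compounds: it was at 0.434-fold with ET-770, 0.492-fold with ET-770-DR and 0.379-fold with RM, a mean log2 change of -1.21 (standard error 0.13, adjusted p = 0.00017 from limma, n = 3 pairs). E2F2, an activator of S phase genes, was at 3.82-fold, 3.24-fold and 1.58-fold and rose by a mean log2 change of 1.43 (standard error 0.22, adjusted p = 0.0012). E2F8, a repressor in the same family, was at 2.90-fold, 3.51-fold and 1.62-fold and rose by 1.35 (standard error 0.19). Of 13 measured genes of the E2F and RB family, 5 rose, 3 fell and 5 did not pass the test (5 and 3 when adjusted over the list alone). As a set they did not pass (camera, adjusted p = 0.45), and without the RM experiment the adjusted p was 0.035. After quantile normalization the median of the list differed from DMSO by 0.18 on the log2 scale with ET-770, 0.44 with ET-770-DR and -0.25 with RM. Between DMSO arrays it differed by up to 0.56, which lies between experiments and does not measure the spread of these changes. Of the members, 2 are in the paper's tables, which had been read when the list was written, and are not independent evidence.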

By using the neighboring network-search algorithm, we identified the highly complex network composed of 1588 molecules and 2171 molecular relations, showing the most significant relationship with the canonical pathway of transcriptional regulation by retinoblastoma protein (Rb)/E2F transcription factors (p = 2.202E-219) (Figure 9).

**Figure 9:**
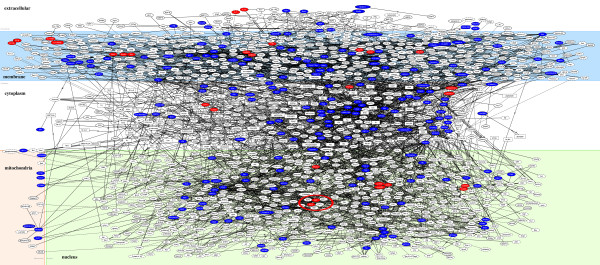
**Molecular network of downregulated and upregulated genes in U373MG cells following exposure to the compounds 1a and 3.** Entrez Gene IDs of the combined set of 317 downregulated genes and 30 upregulated genes in U373MG cells shared by the compounds **1a** and **3** were imported into KeyMolnet. The neighboring network-search algorithm on core contents illustrated the highly complex molecular network showing the most significant relationship with transcriptional regulation by Rb/E2F. Red or blue nodes represent upregulated or downregulated genes, respectively. White nodes exhibit the molecules extracted automatically from the core contents of KeyMolnet to establish molecular connections. The molecular relation is indicated by solid line with arrow (direct binding or activation), solid line with arrow and stop (direct inactivation), solid line without arrow (complex formation), dash line with arrow (transcriptional activation), and dash line with arrow and stop (transcriptional repression). The red circle indicates the E2F family of transcription factors.

Because GSK3B acts as a central player in the molecular network of downregulated genes in U373MG cells by the three compounds, we determined the direct effect of a GSK3B inhibitor on the survival of U-373MG cells. Following a 36 hour-exposure to 20 μM GSK3B inhibitor VII, a cell-permeable and non-ATP competitive inhibitor with the high specificity for GSK3B, we found induction of apoptosis of U373MG cells, suggesting an anti-apoptotic role of GSK3B (Figure 3, panels j, k, lane 16).

## Discussion

To identify the molecular pathways responsible for cytotoxic effects of novel 1,2,3,4-tetrahydroisoquinoline alkaloids 1a, 2a, and 3 on U373MG cells, we studied the genome-wide gene expression profile and molecular networks by using pathway analysis tools of bioinformatics. All of these compounds induced apoptosis of U373MG cells at physiologically relevant nanomolar concentrations. The compound 3 reduced the expression of 417 genes and elevated the levels of 84 genes, while the compound 1a downregulated 426 genes and upregulated 45 genes. The compound 2a decreased the expression of 274 genes and increased the expression of 9 genes. Importantly, the set of 196 downregulated genes and 6 upregulated genes showed an overlap among all of these compounds, suggesting an existence of the common pathways involved in induction of apoptosis. By molecular network analysis, we identified the ErbB (EGFR) signaling pathway, in addition to axonal guidance and cell adhesion pathways, as those of the significant pathways in downregulated genes shared among all the compounds. Importantly, a recent study by combining genome-wide screening of altered genes and molecular network analysis identified axonal guidance and cell adhesion pathways as those enriched in a variety of cellular processes deregulated in human glioblastoma [18]. We found that the ErbB (EGFR) signaling pathway is composed of FAK/PTK2, AKT3, and GSK3B, serving as key molecules involved in cell movement and the nervous system development. In contrast, the set of upregulated genes by the compounds 1a and 3 showed the most significant relationship with the cell cycle pathway, where CDC25A acts as a hub molecule. Finally, we found that a GSK3B-specific inhibitor induced apoptosis of U373MG cells, supporting an anti-apoptotic role of GSK3B. These observations indicate that molecular network analysis is a useful approach not only to characterize the glioma-relevant pathways but also to identify the network-based effective drug targets.

Being consistent with our observations, downregulation of AKT3 expression by RNA interference reduces the expression of the phosphorylated form of Bad, resulting in induction of the caspase-dependent apoptosis of glioma cells [19]. AKT3 is required for anchorage-independent growth of human glioma cells [20]. GSK3 is a serine/threonine kinase that regulates in an integrated manner Wnt/β-catenin, Hedgehog, and receptor tyrosine kinase (RTK) signaling pathways involved in a wide range of cellular functions, such as glycogen metabolism, cell differentiation, proliferation, and apoptosis [21]. Interference with GSK3β activity by siRNA inhibits cell migration and induces apoptosis of glioma cells by activating c-Myc and inactivating nuclear factor-κB (NF-κB) activities [22,23].

The cell cycle progression is positively and negatively regulated by the complex checkpoint mechanism that involves cyclins A, B, D, and E, along with cyclin-dependent kinases (CDKs) and CDK inhibitors (CDKIs) of both the Cip/Kip and Ink4 families. The hypophosphorylated Rb protein interacts with the E2F family transcription factors E2F1, E2F2, and E2F3, and activates the expression of the genes pivotal for cell cycle progression, whereas the Rb protein, hyperphosphorylated by cyclin D1-CDK4 and cyclin E1-CDK2 complexes, releases E2Fs, and represses the expression of cell cycle genes [24]. Thus, the Rb/E2F pathway constitutes a molecular switch deciding either progression or arrest of the cell cycle. By using KeyMolnet, we found that the molecular network, composed of the combined set of downregulated and upregulated genes in U373MG cells shared between the compounds 1a and 3, shows the most significant relationship with transcriptional regulation by Rb/E2F transcription factors. These observations suggest that both of the structurally-related tetrahydroisoquinoline alkaloids act as a DNA-alkylating agent that interferes with cell division, leading to apoptosis of target cells via the mechanisms very similar to those of ET-743-mediated cytotoxicity [7].

CDC25A encodes a protein phosphatase that activates cyclin/CDK complexes by removing inhibitory phosphates from the conserved threonine and tyrosine residues on CDK proteins. A previous study showed that inhibition of CDC25A expression induces apoptosis of human glioma cells [25], seemingly contradictory to upregulation of CDC25A during induction of apoptosis of U373MG cells in our study. However, a recent study showed that CDC25A, by activating cyclin B1 and Cdc2, acts as a proapoptotic mediator that enhances staurosporine-induced apoptosis, supporting our observations [26].

We identified ELMO1 as one of top 10 downregulated genes and OSR2 as one of top 10 upregulated genes in U373MG cells exposed to all three compounds. Importantly, ELMO1, by forming the complex with dedicator of cytokinesis 180 (Dock180), serves as a Rac1 guanine nucleotide exchange factor that stimulates glioma cell migration and invasion [27]. OSR2 acts as a transcription factor for expression of the genes involved in the epithelial and mesenchymal interaction during craniofacial development and cellular differentiation [28].

## Conclusion

Molecular network analysis suggested that novel marine-derived anti-cancer 1,2,3,4-tetrahydroisoquinoline alkaloids 1a, 2a, and 3 induced apoptosis of glioma cells through the shared molecular mechanisms involving multiple pathways and targets that play a pivotal role in the survival and invasion of glioma cells.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contribution

HT carried out the molecular biological experiments. JS analyzed the microarray data and drafted the manuscript. NS, KS, and KC prepared 1,2,3,4-tetrahydroisoquinolines 1a, 2a, and 3. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 The principal component analysis of RMA-normalized microarray data. Click here for file

Additional file 2: Table S1 The set of 426 genes downregulated in U373MG cells following exposure to ET-770 (the compound 1a). Click here for file

Additional file 3: Table S2 The set of 45 genes upregulated in U373MG cells following exposure to ET-770 (the compound 1a). Click here for file

Additional file 4: Table S3 The set of 417 genes downregulated in U373MG cells following exposure to ET-770 derivative (the compound 3). Click here for file

Additional file 5: Table S4 The set of 84 genes upregulated in U373MG cells following exposure to ET-770 derivative (the compound 3). Click here for file

Additional file 6: Table S5 The set of 274 genes downregulated in U373MG cells following exposure to RM (the compound 2a). Click here for file

Additional file 8: Table S7 The set of 196 downregulated genes and 6 upregulated genes in U373MG cells shared among the compounds 1a, 2a, and 3 treatments. Click here for file

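The table gives the genes that passed the fold threshold with each of the 3 compounds. Of the 202 genes in it, 193 were named on the arrays as analysed here, and 191 of these were also past the threshold with all 3 compounds when probes of a gene were averaged. Their choice by fold change on these same arrays fixes that they change on average. FRMD5, a membrane-cytoskeleton linker, fell by 2.92 on the log2 scale (standard error 0.13, limma, n = 3 pairs), PDE1C, a phosphodiesterase, by 2.65 (standard error 0.15) and ERC1, a scaffold protein at cell adhesions, by 2.73 (standard error 0.21). VPS13B, a lipid transfer protein, was at 0.114-fold with ET-770, 0.132-fold with ET-770-DR and 0.148-fold with RM.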

Additional file 7: Table S6 The set of 9 genes upregulated in U373MG cells following exposure to RM (the compound 2a). Click here for file

Additional file 9 The PANTHER molecular network of downregulated genes in U373MG cells following exposure to ET-770, the compound 1a. Click here for file

Additional file 10 The IF analysis of molecular network of downregulated genes in U373MG cells following exposure to ET-770, the compound 1a. Click here for file

## References

[B1] OhgakiHKleihuesPGenetic alterations and signaling pathways in the evolution of gliomasCancer Sci20091002235224110.1111/j.1349-7006.2009.01308.x19737147PMC11159448

[B2] LiBYuanMKimIAChangCMBernhardEJShuHKMutant epidermal growth factor receptor displays increased signaling through the phosphatidylinositol-3 kinase/AKT pathway and promotes radioresistance in cells of astrocytic originOncogene2004234594460210.1038/sj.onc.120760215077177

[B3] ClarkeJButowskiNChangSRecent advances in therapy for glioblastomaArch Neurol20106727928310.1001/archneurol.2010.520212224

[B4] SatohJTabunokiHArimaKMolecular network analysis suggests aberrant CREB-mediated gene regulation in the Alzheimer disease hippocampusDis Markers2009272392522003721210.3233/DMA-2009-0670PMC3835274

[B5] AlbertRJeongHBarabasiALError and attack tolerance of complex networksNature200040637838210.1038/3501901910935628

[B6] Garcia-CarboneroRSupkoJGManolaJSeidenMVHarmonDRyanDPQuigleyMTMerriamPCanniffJGossGMatulonisUMakiRGLopezTPuchalskiTASanchoMAGomezJGuzmanCJimenoJDemetriGDPhase II and pharmacokinetic study of ecteinascidin 743 in patients with progressive sarcomas of soft tissues refractory to chemotherapyJ Clin Oncol2004221480149010.1200/JCO.2004.02.09815084621

[B7] GajateCAnFMollinedoFDifferential cytostatic and apoptotic effects of ecteinascidin-743 in cancer cellsTranscription-dependent cell cycle arrest and transcription-independent JNK and mitochondrial mediated apoptosis. J Biol Chem2002277415804158910.1074/jbc.M20464420012198119

[B8] MartínezNSánchez-BeatoMCarneroAMoneoVTerceroJCFernándezINavarreteMJimenoJPirisMATranscriptional signature of ecteinascidin 743 (yondelis, trabectedin) in human sarcoma cells explanted from chemo-naive patientsMol Cancer Ther2005481482310.1158/1535-7163.MCT-04-031615897246

[B9] D’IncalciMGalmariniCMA review of trabectedin (ET-743): a unique mechanism of actionMol Cancer Ther201092157216310.1158/1535-7163.MCT-10-026320647340

[B10] SuwanboriruxKCharupantKAmnuoypolSPummanguraSKuboASaitoNEcteinascidins 770 and 786 from the Thai tunicate Ecteinascidia thurstoniJ Nat Prod20026593593710.1021/np010485k12088444

[B11] SaktrakulklaPToriumiSTsujimotoMPatarapanichCSuwanboriruxKSaitoNChemistry of ecteinascidins. Part 3: preparation of 2’-N-acyl derivatives of ecteinascidin 770 and evaluation of cytotoxicityBioorg Med Chem2011194421443610.1016/j.bmc.2011.06.04721752654

[B12] SuwanboriruxKAmnuoypolSPlubrukarnAPummanguraSKuboATanakaCSaitoNChemistry of renieramycins. Part 3: isolation and structure of stabilized renieramycin type derivatives possessing antitumor activity from Thai sponge Xestospongia species, pretreated with potassium cyanideJ Nat Prod2003661441144610.1021/np030262p14640515

[B13] CharupantKSuwanboriruxKDaikuharaNYokoyaMUshijima-SuganoRKawaiTOwaTSaitoNMicroarray-based transcriptional profiling of renieramycin M and jorunnamycin C, isolated from Thai marine organismsMar Drugs2009748349410.3390/md704048320098592PMC2810219

[B14] HalimHChunhachaPSuwanboriruxKChanvorachotePAnticancer and antimetastatic activities of renieramycin M, a marine tetrahydroisoquinoline alkaloid, in human non-small cell lung cancer cellsAnticancer Res20113119320221273598

[B15] CharupantKDaikuharaNSaitoEAmnuoypolSSuwanboriruxKOwaTSaitoNChemistry of renieramycins. Part 8: synthesis and cytotoxicity evaluation of renieramycin M-jorunnamycin A analoguesBioorg Med Chem2009174548455810.1016/j.bmc.2009.05.00919457672

[B16] da HuangWShermanBTLempickiRASystematic and integrative analysis of large gene lists using DAVID bioinformatics resourcesNat Protoc2009444571913195610.1038/nprot.2008.211

[B17] DraghiciSKhatriPTarcaALAminKDoneAVoichitaCGeorgescuCRomeroRA systems biology approach for pathway level analysisGenome Res2007171537154510.1101/gr.620260717785539PMC1987343

[B18] ParsonsDWJonesSZhangXLinJCLearyRJAngenendtPMankooPCarterHSiuIMGalliaGLOliviAMcLendonRRasheedBAKeirSNikolskayaTNikolskyYBusamDATekleabHDiazLAHartiganJSmithDRStrausbergRLMarieSKShinjoSMYanHRigginsGJBignerDDKarchinRPapadopoulosNParmigianiGVogelsteinBVelculescuVEKinzlerKWAn integrated genomic analysis of human glioblastoma multiformeScience20083211807181210.1126/science.116438218772396PMC2820389

[B19] MureHMatsuzakiKKitazatoKTMizobuchiYKuwayamaKKagejiTNagahiroSAkt2 and Akt3 play a pivotal role in malignant gliomasNeuro Oncol20101222123210.1093/neuonc/nop02620167810PMC2940586

[B20] EndersbyRZhuXHayNEllisonDWBakerSJNonredundant functions for Akt isoforms in astrocyte growth and gliomagenesis in an orthotopic transplantation modelCancer Res2011714106411610.1158/0008-5472.CAN-10-359721507933PMC3118569

[B21] DobleBWWoodgettJRGSK-3: tricks of the trade for a multi-tasking kinaseJ Cell Sci20031161175118610.1242/jcs.0038412615961PMC3006448

[B22] KotliarovaSPastorinoSKovellLCKotliarovYSongHZhangWBaileyRMaricDZenklusenJCLeeJFineHAGlycogen synthase kinase-3 inhibition induces glioma cell death through c-MYC, nuclear factor-kB, and glucose regulationCancer Res2008686643665110.1158/0008-5472.CAN-08-085018701488PMC2585745

[B23] KorurSHuberRMSivasankaranBPetrichMMorinPHemmingsBAMerloALinoMMGSK3β regulates differentiation and growth arrest in glioblastomaPLoS One20094744310.1371/journal.pone.0007443PMC275772219823589

[B24] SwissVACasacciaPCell-context specific role of the E2F/Rb pathway in development and diseaseGlia2010583773901979550510.1002/glia.20933PMC2882865

[B25] YamashitaYKasugaiISatoMTanumaNSatoINomuraMYamashitaKSonodaYKumabeTTominagaTKatakuraRShimaHCDC25A mRNA levels significantly correlate with Ki-67 expression in human glioma samplesJ Neurooncol2010100434910.1007/s11060-010-0147-320217459

[B26] ChouSTYenYCLeeCMChenMSPro-apoptotic role of Cdc25A: activation of cyclin B1/Cdc2 by the Cdc25A C-terminal domainJ Biol Chem2010285178331784510.1074/jbc.M109.07838620368335PMC2878547

[B27] JarzynkaMJHuBHuiKMBar-JosephIGuWHiroseTHaneyLBRavichandranKSNishikawaRChengSYELMO1 and Dock180, a bipartite Rac1 guanine nucleotide exchange factor, promote human glioma cell invasionCancer Res2007677203721110.1158/0008-5472.CAN-07-047317671188PMC2867339

[B28] LanYKingsleyPDChoESJiangROsr2, a new mouse gene related to Drosophila odd-skipped, exhibits dynamic expression patterns during craniofacial, limb, and kidney developmentMech Dev200110717517910.1016/S0925-4773(01)00457-911520675

# Supplementary material for: Molecular network profiling of U373MG human glioblastoma cells following induction of apoptosis by novel marine-derived anti-cancer 1,2,3,4-tetrahydroisoquinoline alkaloids
**Source:** Cancer Cell Int. 2012 Apr 11;12:14. doi: 10.1186/1475-2867-12-14
**Supplement:** Additional file 1 — The principal component analysis of RMA-normalized microarray data.

## Slide 1
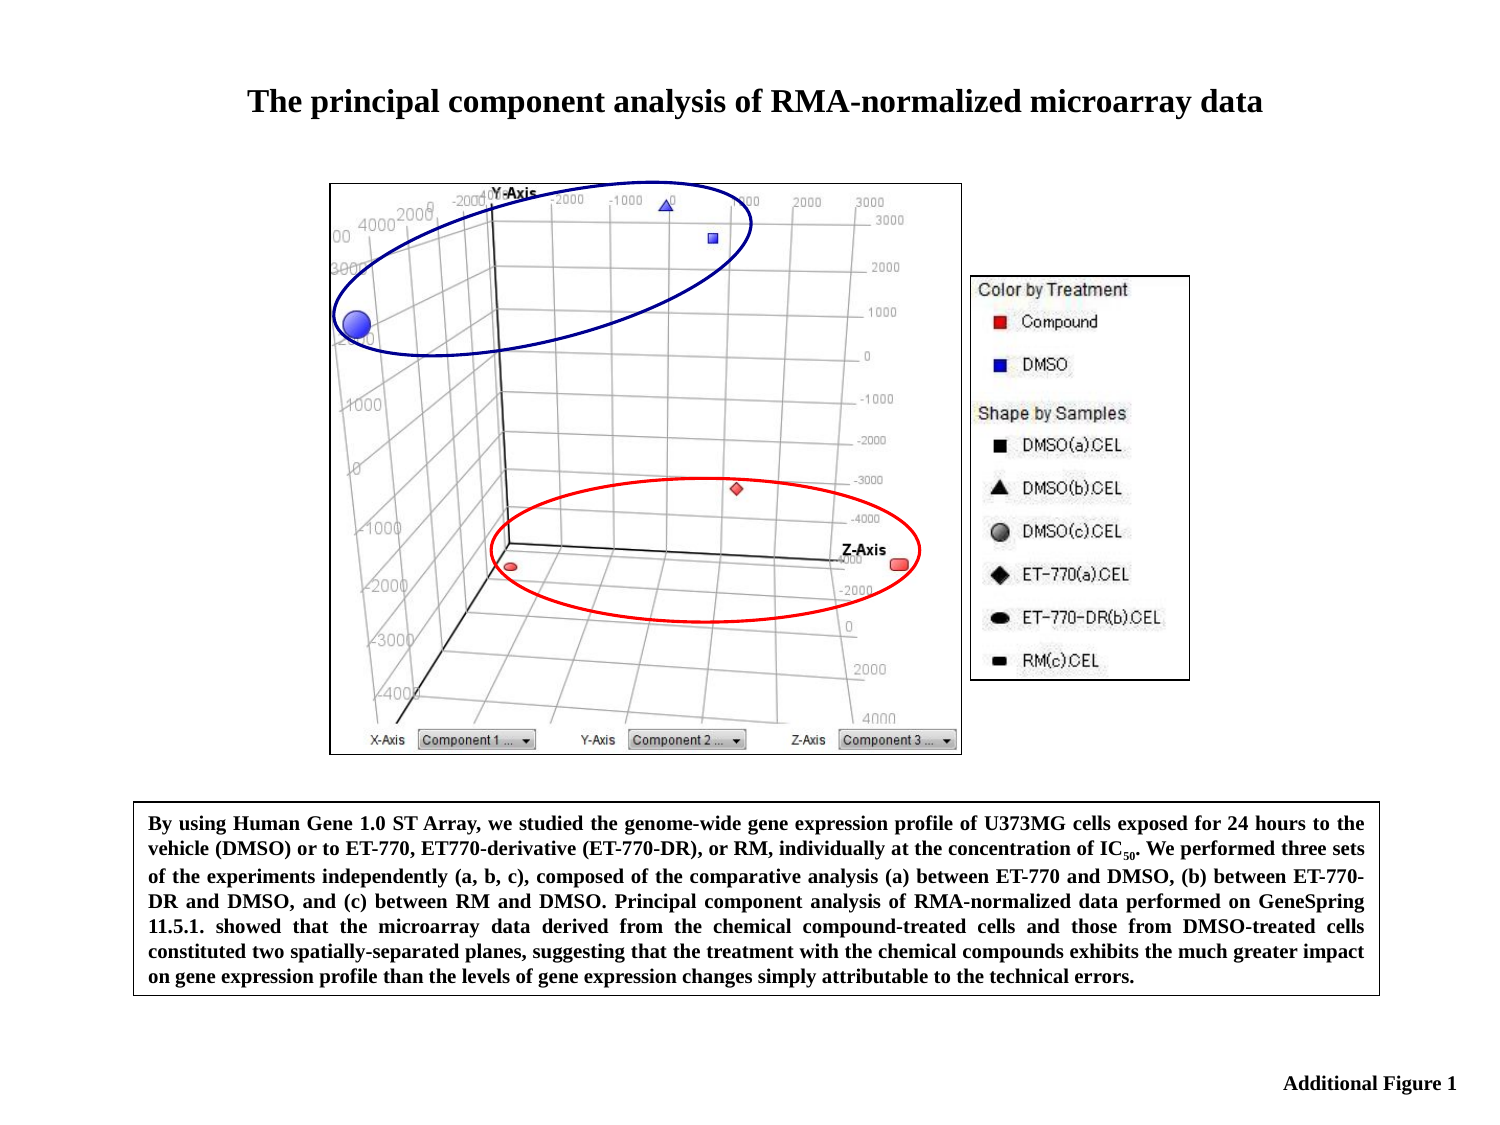

The principal component analysis of RMA-normalized microarray data
By using Human Gene 1.0 ST Array, we studied the genome-wide gene expression profile of U373MG cells exposed for 24 hours to the vehicle (DMSO) or to ET-770, ET770-derivative (ET-770-DR), or RM, individually at the concentration of IC50. We performed three sets of the experiments independently (a, b, c), composed of the comparative analysis (a) between ET-770 and DMSO, (b) between ET-770-DR and DMSO, and (c) between RM and DMSO. Principal component analysis of RMA-normalized data performed on GeneSpring 11.5.1. showed that the microarray data derived from the chemical compound-treated cells and those from DMSO-treated cells constituted two spatially-separated planes, suggesting that the treatment with the chemical compounds exhibits the much greater impact on gene expression profile than the levels of gene expression changes simply attributable to the technical errors.
Additional Figure 1

# Supplementary material for: Molecular network profiling of U373MG human glioblastoma cells following induction of apoptosis by novel marine-derived anti-cancer 1,2,3,4-tetrahydroisoquinoline alkaloids
**Source:** Cancer Cell Int. 2012 Apr 11;12:14. doi: 10.1186/1475-2867-12-14
**Supplement:** Additional file 9 — The PANTHER molecular network of downregulated genes in U373MG cells following exposure to ET-770, the compound 1a.

## Slide 1
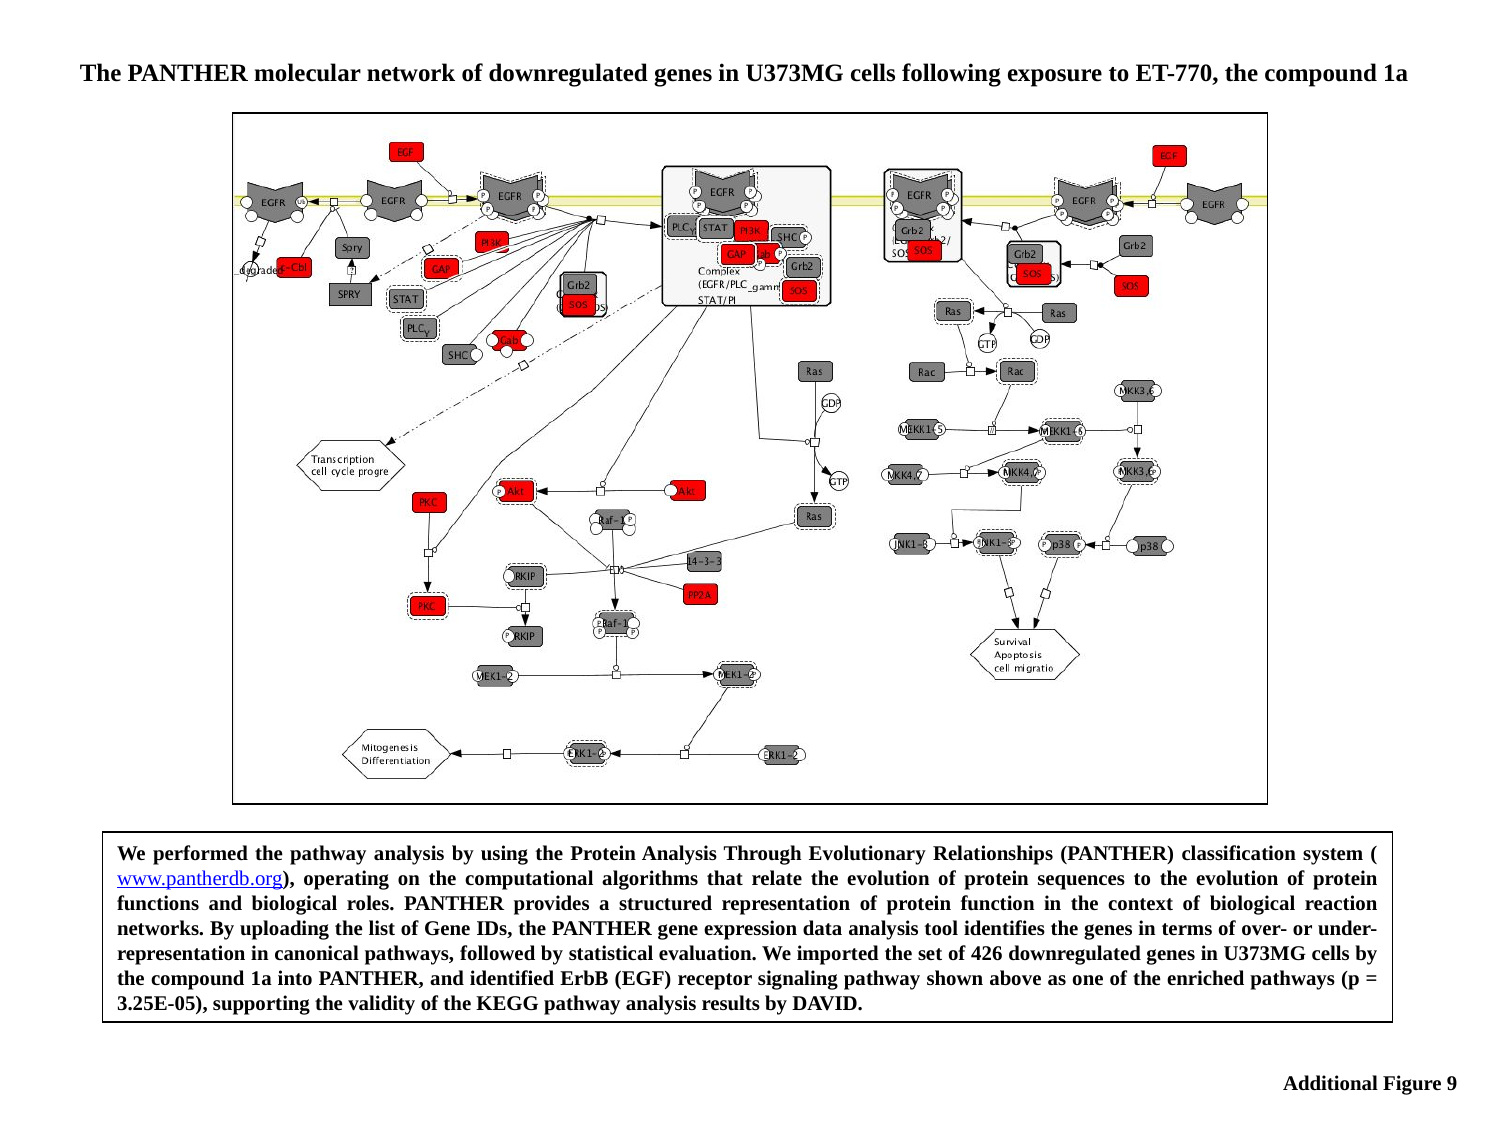

The PANTHER molecular network of downregulated genes in U373MG cells following exposure to ET-770, the compound 1a
We performed the pathway analysis by using the Protein Analysis Through Evolutionary Relationships (PANTHER) classification system (www.pantherdb.org), operating on the computational algorithms that relate the evolution of protein sequences to the evolution of protein functions and biological roles. PANTHER provides a structured representation of protein function in the context of biological reaction networks. By uploading the list of Gene IDs, the PANTHER gene expression data analysis tool identifies the genes in terms of over- or under-representation in canonical pathways, followed by statistical evaluation. We imported the set of 426 downregulated genes in U373MG cells by the compound 1a into PANTHER, and identified ErbB (EGF) receptor signaling pathway shown above as one of the enriched pathways (p = 3.25E-05), supporting the validity of the KEGG pathway analysis results by DAVID.
Additional Figure 9

# Supplementary material for: Molecular network profiling of U373MG human glioblastoma cells following induction of apoptosis by novel marine-derived anti-cancer 1,2,3,4-tetrahydroisoquinoline alkaloids
**Source:** Cancer Cell Int. 2012 Apr 11;12:14. doi: 10.1186/1475-2867-12-14
**Supplement:** Additional file 10 — The IF analysis of molecular network of downregulated genes in U373MG cells following exposure to ET-770, the compound 1a.

## Slide 1
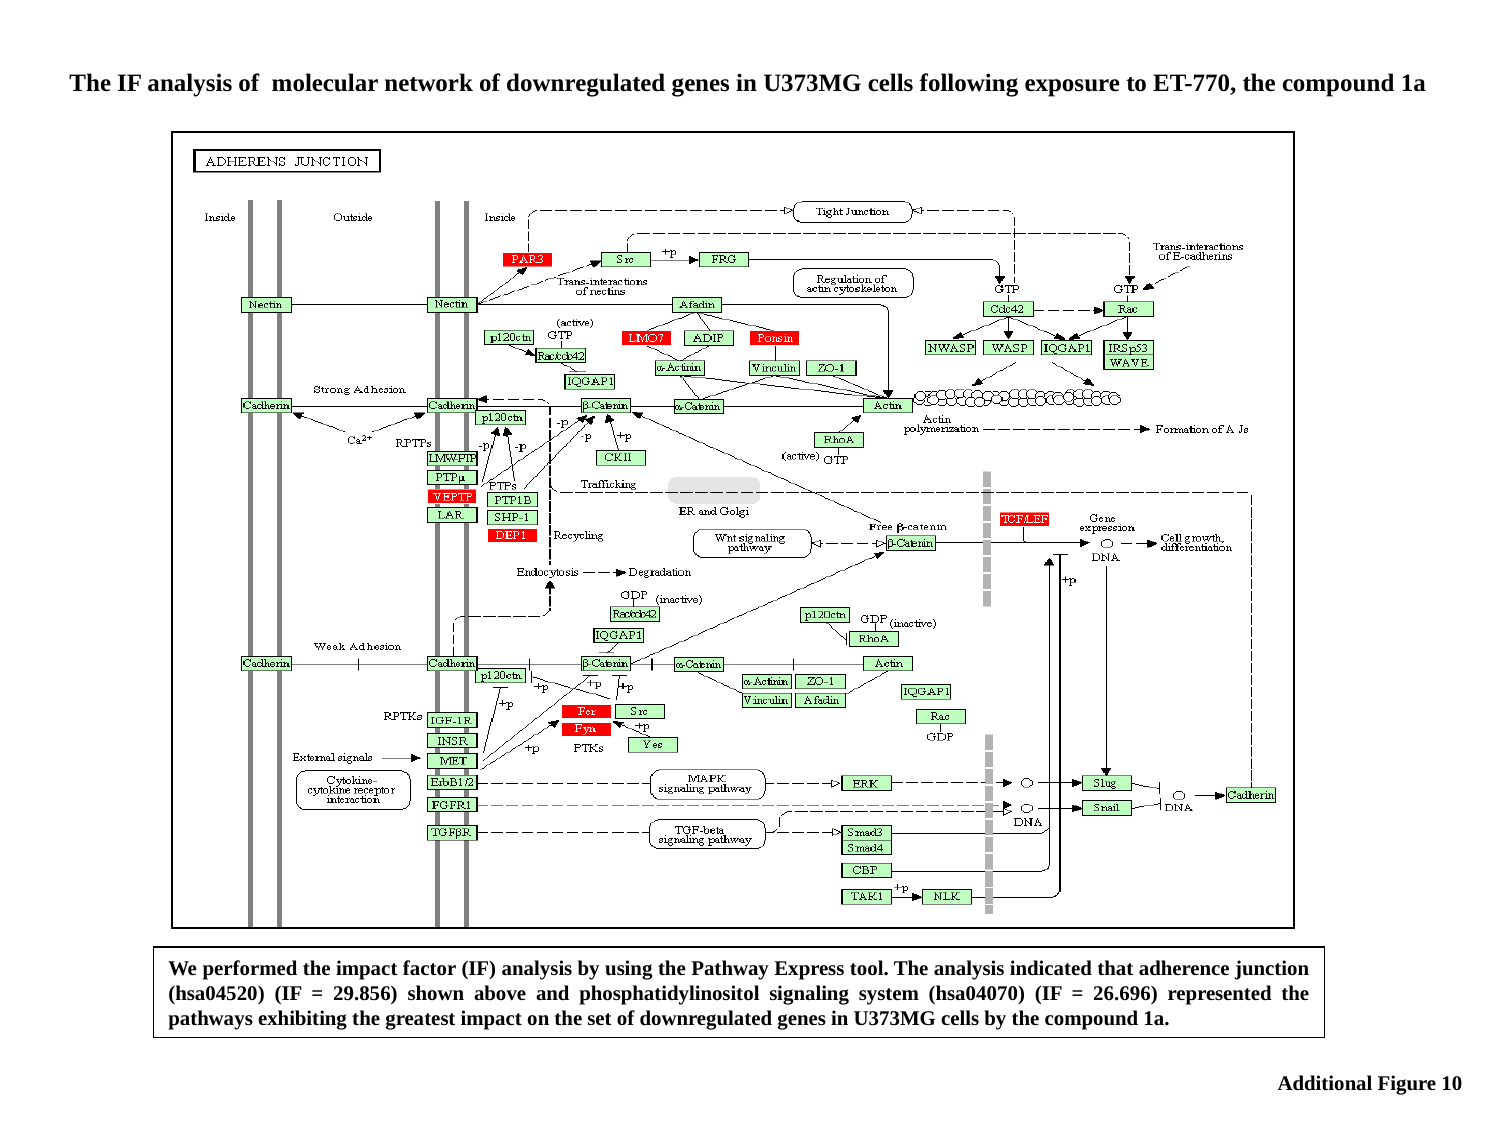

The IF analysis of molecular network of downregulated genes in U373MG cells following exposure to ET-770, the compound 1a
We performed the impact factor (IF) analysis by using the Pathway Express tool. The analysis indicated that adherence junction (hsa04520) (IF = 29.856) shown above and phosphatidylinositol signaling system (hsa04070) (IF = 26.696) represented the pathways exhibiting the greatest impact on the set of downregulated genes in U373MG cells by the compound 1a.
Additional Figure 10

How the deposited data were processed for this re-analysis (not part of the article)

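The data are the RMA signals, on a log2 scale, that the authors computed from the scanned arrays in Affymetrix Expression Console before deposit. The table holds 33297 probes, each of which stands for 1 transcript cluster, on 6 arrays. There are 3 experiments, each with 1 array of DMSO-treated cells and 1 array of cells exposed to ET-770, ET-770-DR or RM. The labels give the treatment and the experiment of each array. That each compound belongs with the DMSO array of its experiment was checked with the values: after the mean of each gene over the arrays was removed, each compound array correlated with the DMSO array of its own experiment at 0.83, 0.69 and 0.82 and with the others at 0.24 at most. No array repeats another. It was not established whether the arrays of the 3 experiments were normalized together. The array medians were 7.28 and 7.30 in the ET-770 experiment, 6.68 and 6.65 in the ET-770-DR experiment and 6.63 and 6.77 in the RM experiment.

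Probes with 1 gene symbol in the platform annotation (19460) were used, those with several symbols (1754) and with none (12083) were not, and the probes of a gene were averaged on the log2 scale, which left 18418 genes. The gene table of GRCh38 patch 14 served for names alone, and 18389 of the genes have their Entrez ID in it. Some genes that the paper names are not analysed here. The quantitative PCR, western blot and viability measurements of the paper are not analysed here.

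Fold changes were taken from the DMSO array of the same experiment, and genes over 3-fold or under 0.3333-fold were counted, the thresholds that the paper gives. Overlaps between compounds were set against the number that independent lists of the same sizes would share. A list of genes was compared with 10000 random lists drawn from 20 bins of mean expression. Principal components were computed on centred log2 values of all genes, and scores and distances were compared by exact permutation of 3 arrays against 3, two-sided, where no p can be below 0.1.

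The response shared by the compounds was fitted with limma 3.58.1 in R 4.3.3, with treatment and experiment as terms. eBayes was used without trend, and the standard errors are moderated. The moderated two-sided p-values were adjusted by the Benjamini-Hochberg method over 18418 genes, with a threshold of 0.05. Differences between compounds came from a fit with DMSO (n = 3) and each compound (n = 1) as groups, which leaves out the pairing and cannot part a compound from its experiment. Gene lists were tested against all other genes with camera at its preset correlation of 0.01 and again with the correlation estimated from the residuals, and as groups by themselves with fry, and p-values were adjusted over the 29 lists. The directional p of fry asks whether the members move together in one direction, and its mixed p whether they move in any direction. By fry the adjusted p of ErbB signaling was 0.010, of the adherens junction 0.010 and of phosphatidylinositol signaling 0.010, of focal adhesion 0.030, of axon guidance 0.066, of cell adhesion molecules 0.19, of the cell cycle 0.29 and of the E2F and RB family 0.55, while the mixed p ranged over all lists from 0.0037 to 0.042. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

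The lists were written from knowledge of the pathways before the deposited values were examined. The paper and its tables, which hold fold changes from these same arrays, had been read by then. Genes are named by a rule: those the text or Table 1 of the paper names, the 12 largest rises and the 12 largest falls of the shared response, and the 3 members of each list with the largest mean changes, 115 genes in all, of which 48 rose and 57 fell. The counting of genes past 3-fold was tested on simulated data, where all of 200 lowered and 100 raised genes were recovered with 0 false calls.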

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

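Groups outside the pathways that the paper discusses are given where the median of a list moved in the same direction with all 3 compounds, by more than it differed between any DMSO arrays, and where camera gave an adjusted p under 0.05. That rule and the tests of explanations below were chosen after the results were seen, except the test over divisions of the arrays. The rule only chose which lists to give here, since differences between DMSO arrays do not measure the spread of changes within experiments. Lists that it left out, such as ribosome biogenesis and DNA replication above, are not thereby unchanged.

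Of 29 targets of p53, 13 rose and 0 fell in the shared response (15 and 1 when adjusted over the list alone), with a median log2 change of 0.39 (camera, adjusted p = 2.5e-05; adjusted p = 0.31 with an estimated correlation). SESN2, an inhibitor of mTORC1 under stress, rose by 1.28 on the log2 scale (standard error 0.16, limma, n = 3 pairs) and PLK3, a kinase of the stress response, by 1.13 (standard error 0.16). Of 38 immediate early genes and EGFR ligands, 16 rose and 4 fell (21 and 4 when adjusted over the list alone), with a median of 0.35 (camera, adjusted p = 0.00078; adjusted p = 0.31 with an estimated correlation). NR4A2, a nuclear receptor, was at 3.53-fold with ET-770, 3.65-fold with ET-770-DR and 1.74-fold with RM, whereas the EGFR ligand TGFA fell by 2.02 (standard error 0.15). A general stop of transcription would likely lower short-lived mRNAs first, and immediate early mRNAs are known as short-lived, but half-lives were not measured here. The median of that list stood above that of at least 98.1% of random lists with each compound. The list is given here, however, because its median rose with each compound. This percentile was therefore largely fixed by the choice of the list. It does not decide whether such a stop accounts for the falls. The arrays give signals relative to other genes and cannot show a fall that all mRNAs share.

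Of 108 genes known as very long, 52 fell and 0 rose (54 and 0 when adjusted over the list alone), with a median log2 change of -0.38 and a mean of -0.85 (camera, adjusted p = 9.7e-20; adjusted p = 0.31 with an estimated correlation). The list was written after the paper's tables had been read, because genes known to be long stood out there, and 31 members in those tables are not independent evidence. Among those with a log2 signal of 8 or more in DMSO, 26 of 38 were under 0.3333-fold with ET-770, 24 with ET-770-DR and 23 with RM, or 68.4%, 63.2% and 60.5%, against 3.78%, 3.92% and 2.40% of 7962 other genes of such signal. The ratio was at least 16.1, but 27 of the 38 are in the paper's tables, so that the ratio was largely fixed by the choice of the list and decides nothing. Of the 11 members of such signal outside the paper's tables, a test added after the results were seen, 9 fell in the shared response, or 81.8%, against 14.5% of 7527 other genes outside them. Whether the falls grow with gene length stays open, since gene length itself was not measured here. A shift of level between a compound array and its DMSO array does not account for the excess of falls, since at least 3.04 genes were under 0.3333-fold per gene over 3-fold after arrays were centred or quantile normalized. Without the 4 very long members of the ErbB list, at least 99.4% of random lists still held fewer genes under 0.3333-fold. That list was also written after the paper's tables had been read, and 10 of its members are in them. This excess was therefore largely fixed by the choice of the list and decides nothing, and other members may be long as well.

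Of 480 genes of the ZNF zinc finger family, 240 rose and 17 fell (281 and 21 when adjusted over the list alone), with a median log2 change of 0.43 (camera, adjusted p = 2.3e-17; adjusted p = 0.41 with an estimated correlation), and their median differed by 0.11 at most between DMSO arrays after quantile normalization. ZNF441 rose by 1.70 (standard error 0.13), whereas ZNF609 fell by 1.63 (standard error 0.21). Of 27 genes of glia and neural stem cells, 12 fell and 0 rose (12 and 0 when adjusted over the list alone), with a median of -0.23 (camera, adjusted p = 5.2e-06; adjusted p = 0.31 with an estimated correlation). MSI2, an RNA-binding protein of stem cells, fell by 2.54 (standard error 0.13) and NCAM1, an adhesion protein of neural cells, by 1.43 (standard error 0.15).

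Of the 10 divisions of the arrays into 3 and 3, only 1, the real one, reached its count of 4471 changed genes with the experiment as a block, and the highest other count was 0. The divisions that part as many pairs as the real one are among these. In each of the other divisions, however, changes with the compounds counted as spread, which lowers the count. The counts of 0 therefore do not show what a grouping without any treatment effect would give. No share under 0.05 can come from 10 divisions.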

How the results depend on the processing

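The excess of falls over rises past 3-fold (with 1 exception, ET-770 with the mean of the DMSO arrays as the control), the overlap of the compounds and the single-gene changes held under most settings. At 2-fold, 370 genes were higher and 862 lower with ET-770, 708 and 909 with ET-770-DR and 123 and 788 with RM, 53 higher and 511 lower with all 3, and 311 and 686 with ET-770 and ET-770-DR. At 4-fold, 6 were higher and 233 lower with ET-770, 8 and 205 with ET-770-DR and 2 and 107 with RM. With every probe, named or not (chosen after seeing the data), 150, 430 and 74 probes were over 3-fold with ET-770, ET-770-DR and RM. Under 0.3333-fold were 461, 478 and 321, so that with ET-770-DR 1.11 fell per probe over 3-fold instead of 4.16. Part of the probes carry no gene symbol, so that this is not a ratio of genes.

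With the mean of the 3 DMSO arrays as the control, 247 genes were over 3-fold and 219 under 0.3333-fold with ET-770, 64 over and 590 under with ET-770-DR, and 69 over and 474 under with RM, where the median of all genes was 0.45 with ET-770, -0.25 with ET-770-DR and -0.13 with RM. Quantile normalization as well, added after seeing the data, gave 50 over and 386 under with ET-770, 123 and 394 with ET-770-DR and 122 and 380 with RM, so that a difference of level between arrays accounts for most of the move with ET-770 and of the falls with ET-770-DR. For the rises with ET-770-DR and the counts with RM the cause was not tested. Without that normalization 2 genes were over 3-fold with all 3 compounds and 44 with ET-770 and ET-770-DR, 12 genes were past the thresholds in opposite directions with ET-770 and RM and 2 with ET-770-DR and RM, and the correlations with RM, which a shared control raises by itself, were 0.427 for ET-770 and 0.423 for ET-770-DR. Under 0.3333-fold with RM were 14 axon guidance, 14 focal adhesion, 7 adherens junction and 6 cell adhesion genes, with ET-770 3 adherens junction genes, and over 3-fold were 8, 1 and 2 cell cycle genes. The median of very long genes was 0.0636 with ET-770, -0.70 with ET-770-DR and -0.75 with RM. Without dim genes, since low signals limit a measurable fall, it was -1.51, -1.39 and -1.19, and without the genes of Table 1, chosen after seeing the data, -0.38 with ET-770 and -0.27 with RM.

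In the shared response without the block for the experiment, which ignores that the arrays are paired, 26 genes rose and 369 fell, and 115 and 565 after quantile normalization, added after seeing the data. Leaving out 1 experiment gave 1200 to 3506 rises and 1505 to 2635 falls, with 1200 rises and 1505 falls without the ET-770, 1582 and 1871 without the ET-770-DR, and 3506 and 2635 without the RM experiment. Rises outnumbered falls with all experiments, and falls outnumbered rises without either of the first 2. Of the 115 named genes, 105 passed with the block and all experiments. Without the block 69 of the 115 had the same outcome, passed or not, and 46 lost their call. Without the ET-770, ET-770-DR and RM experiments, 106, 112 and 112 had the same outcome, and 8, 3 and 0 lost their call. No gene reversed its direction.

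In the fit with 1 array per compound as a group, where a compound cannot be parted from its experiment, 38 genes differed between RM and ET-770 and 24 with an eBayes trend, 0 after quantile normalization, and 0 to 49 without 1 DMSO array (0 without that of ET-770, 14 without that of ET-770-DR). Between RM and ET-770-DR, 17 differed, 3 with the trend, 9 without dim genes, 0 after quantile normalization and 0 to 25 without 1 DMSO array. Against all DMSO arrays, the fit gave 54 genes for ET-770, 247 for ET-770-DR and 116 for RM, the trend 1 gene for ET-770, 102 for ET-770-DR and 17 for RM, quantile normalization, added after seeing the data, 0, 0 and 0, and leaving out 1 DMSO array 0 to 70, 0 to 291 (115 without that of ET-770-DR) and 0 to 416 (6 without that of ET-770-DR).

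With the correlation estimated in camera, 0 lists passed instead of 19, with an adjusted p of 0.31 for ErbB signaling, focal adhesion, the adherens junction and phosphatidylinositol signaling, 0.50 for axon guidance, 0.76 for cell adhesion molecules and 0.80 for the cell cycle. Without the block 18 lists passed, and without 1 experiment 14 to 22. The adjusted p of the cell cycle was 0.00047 without the RM experiment, 0.052 without ET-770 and 0.36 without ET-770-DR. That of the E2F and RB family ranged from 0.035 to 0.99 without 1 experiment, with the direction reversed at 0.99, without ET-770-DR. Directions also reversed for histones without ET-770 (adjusted p = 0.63; 0.095 to 0.84 over these settings) and for cholesterol synthesis without the block for the paired arrays (0.96) and without RM (0.61; 0.52 to 0.96 over these settings), and neither list passed under any of them. Matching of random lists on gene span and a partial correlation with gene span, both planned, were not run.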

Differences from the paper's values

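Of the 59 entries of Table 1, 56 carry a gene named here, and 6 of these fold changes differ from the paper's by more than the margin set before the data were examined. For PSD3 with RM the paper reports 0.068-fold and the value here is 0.124-fold. Among the alternatives set before the data were examined, the difference is gone when every probe is counted by itself (0.0680), and it stays with the brightest probe per gene, with the mean of the DMSO arrays as the control, and with arrays centred or quantile normalized. For PSD3 with ET-770-DR the paper reports 0.080-fold and the value here is 0.135-fold, and the difference is gone when every probe is counted by itself (0.0796) or the mean of the DMSO arrays is the control (0.0989) and stays with the brightest probe, centring and quantile normalization. For ELMO1 with ET-770 the paper reports 0.049-fold and the value here is 0.0820-fold, which every probe counted by itself brings to 0.0488, while the other alternatives leave the difference. For GPATCH4 with ET-770-DR the paper reports 4.06-fold and the value here is 2.15-fold, and both the brightest probe and every probe counted by itself give 4.06-fold. For DENND2C with RM the paper reports 4.28-fold and the value here is 1.39-fold, and for CSNK1G1 with ET-770 the paper reports 4.69-fold and the value here is 0.394-fold. These last differences stay with every alternative.

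CSNK1G1 is listed by the paper among the genes raised by ET-770, and here it is lower than DMSO with all 3 compounds and fell in the shared response. DENND2C is among the largest increases with RM in the paper and is not past 3-fold here. Under 0.3333-fold with ET-770, ET-770-DR and RM were 396, 391 and 250 genes here and 426, 417 and 274 in the paper. Over 3-fold were 43, 94 and 8 here and 45, 84 and 9 in the paper. These counts do not differ by that margin, whose size is not stated here. The paper describes the compound arrays and the DMSO arrays as 2 planes that lie apart in the space of the principal components. That description was not tested as such. What was tested here is a single plane between the groups, which can be drawn for 7 of the 10 divisions, the real one included. That count ignores the width of the gap and does not weigh for or against the description. On centred log2 values, no single one of the first 3 components parts the groups. The third component parts them when genes are scaled to unit variance or linear values are used, both set before the data were examined, and the second does after quantile normalization, added later.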

Other observations

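Stress and survival genes moved in part. Of 30 genes of the ATF4 stress response, 14 rose and 4 fell in the shared response (16 and 4 when adjusted over the list alone; camera, adjusted p = 0.0051; adjusted p = 0.78 with an estimated correlation), and their median differed by up to 0.21 between DMSO arrays. CHAC1, which degrades glutathione, was at 3.21-fold with ET-770, 2.79-fold with ET-770-DR and 2.04-fold with RM, whereas DDIT4, an inhibitor of mTORC1, fell by 1.80 on the log2 scale (standard error 0.13, limma, n = 3 pairs). Of 33 genes of the BCL2 family and caspases, 9 rose and 1 fell (10 and 2 when adjusted over the list alone; camera, adjusted p = 0.067). PMAIP1, which encodes the proapoptotic NOXA, rose by 0.77 (standard error 0.14), and BIRC6, an inhibitor of apoptosis, fell by 1.59 (standard error 0.16). Of 26 inflammatory cytokines and targets of NF-kB, 10 rose and 2 fell (11 and 2 when adjusted over the list alone; camera, adjusted p = 0.037; adjusted p = 0.63 with an estimated correlation), and their median differed by up to 0.42 between DMSO arrays. NFKB2 rose by 1.11 (standard error 0.17), and IL6 was at 0.431-fold, 0.937-fold and 0.173-fold with ET-770, ET-770-DR and RM (adjusted p = 0.024).

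Genes of DNA repair moved in both directions. Of 26 genes of homologous recombination and the Fanconi pathway, 9 rose and 2 fell (10 and 2 when adjusted over the list alone; camera, adjusted p = 0.026; adjusted p = 0.80 with an estimated correlation), with medians of 0.37 with ET-770, 0.47 with ET-770-DR and -0.10 with RM. EXO1, a nuclease, rose by 1.22 (standard error 0.15), whereas FANCC and RAD51B fell by 1.38 (standard error 0.12) and 1.36 (standard error 0.13). Of 25 genes of nucleotide excision repair, 5 rose and 1 fell (5 and 2 when adjusted over the list alone; camera, adjusted p = 0.14). XPC, which recognizes lesions, rose by 0.66 (standard error 0.12) and MNAT1, a subunit of TFIIH, fell by 1.55 (standard error 0.15). Of 38 ribosomal proteins, 4 rose and 0 fell (2 and 0 when adjusted over the list alone; camera, adjusted p = 0.019; adjusted p = 0.73 with an estimated correlation), among them RPL32 by 0.68 (standard error 0.13). The median of the ribosomal proteins differed by up to 0.35 between DMSO arrays.

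Markers of other cells moved little, apart from the neuron markers given above, of which 4 of 16 fell and 0 rose. Of 15 macrophage markers, 2 rose and 0 fell (2 and 0 when adjusted over the list alone; camera, adjusted p = 0.41), of 15 markers of fibroblasts and endothelium 0 rose and 1 fell (0 and 1 when adjusted over the list alone; adjusted p = 0.44), COL1A2 by 1.15 (standard error 0.18), and of 10 oligodendrocyte markers 0 rose and 2 fell (0 and 2 when adjusted over the list alone; adjusted p = 0.45). Of 14 housekeeping genes, 1 rose, POLR2A, the largest subunit of RNA polymerase II, by 1.02 (standard error 0.12; camera for the list, adjusted p = 0.70). Of 18 genes of cholesterol synthesis, 2 rose and 2 fell (2 and 2 when adjusted over the list alone), and the median, -0.02, and camera (Down, adjusted p = 0.85) differ in direction from the mean, 0.0039, and fry (Up, adjusted p = 0.87). Of 48 replication-dependent histones, 0 rose and 0 fell in limma (2 higher and 4 lower at an unadjusted p under 0.05), and the median, 0.01, differs in sign from the mean, -0.02, and from camera (Down, adjusted p = 0.41).

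Of 11 well expressed very long genes outside the paper's tables, 9 fell in the shared response, against 14.5% of other genes outside them. A block of elongation by the compounds could be the cause, and was not tested. Nascent RNA sequenced at 1 hour and later after each compound would then lose reads from the 3' ends of genes before the 5' ends, and mature mRNA would fall in proportion to gene length and to mRNA turnover. If the falls are instead due to regulation of adhesion and ErbB genes, short members of these pathways would fall as well. The ErbB members outside the very long list could then be compared with genes matched on length. At least 99.4% of random lists held fewer genes under 0.3333-fold than these members. The ErbB list was written after the paper's tables had been read, however, and 10 of its members are in them. That count was therefore largely fixed by the choice of the list and decides nothing between these explanations.

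The rise of HBEGF beside the falls of EGFR and TGFA could raise or lower signaling through the receptor. Phosphorylated EGFR and secreted HBEGF, measured over 24 hours with and without an EGFR inhibitor, would tell these apart. The cell cycle genes over 3-fold numbered 4, 5 and 0 with ET-770, ET-770-DR and RM against the DMSO array of each experiment, and 8, 1 and 2 against the mean of the DMSO arrays, where the median of all genes stood at 0.45, -0.25 and -0.13. A count free of such shifts needs 3 or more cultures per compound and DMSO in a single experiment, at matched doses. The same cultures would show whether the compounds differ.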
